# Baseline podocyte‐associated state and persistent cell–matrix transcriptional programs are associated with BALB/c substrain differences in adriamycin nephropathy

**DOI:** 10.1002/ame2.70281

**Published:** 2026-08-24

**Authors:** Ryuya Nakagawa, Masaki Watanabe, Koyuki Kawamoto, Momoka Hiratsuka, Takeru Sasaki, Nobuya Sasaki

**Keywords:** Adriamycin nephropathy, BALB/c substrain, extracellular matrix remodeling, podocyte injury, transcriptomics

## Abstract

**Background:**

Adriamycin (ADR)‐induced nephropathy is a widely used murine model of glomerular injury. Although strain‐dependent susceptibility is well recognized, variation among closely related substrains remains insufficiently explored.

**Methods:**

We compared early responses to ADR between two BALB/c substrains, BALB/cAJcl (AJcl) and BALB/cByJcl (ByJcl), focusing on baseline podocyte‐associated features and early glomerular transcriptional programs.

**Results:**

Following ADR administration, ByJcl mice developed significantly greater albuminuria at Day 7 compared with AJcl mice. At Day 7, ByJcl mice also showed lower WT1‐positive nuclei counts and diminished nephrin immunoreactivity than AJcl mice; notably, these differences were already evident at baseline. Glomerulus‐enriched RNA sequencing showed that extracellular matrix organization and integrin signaling were already enriched in ByJcl at baseline and remained enriched at Day 5, when coordinated suppression of podocyte‐associated transcriptional programs was also evident.

**Conclusion:**

Substrain‐dependent differences in baseline podocyte‐associated readouts and a pre‐existing cell–matrix transcriptional state that persists after ADR are associated with divergent trajectories of ADR‐induced injury. Because WT1‐based counts cannot distinguish podocyte number from WT1 expression, these baseline differences are best described as an attenuated podocyte‐associated state rather than a definitive reduction in podocyte number. Careful documentation of substrain origin is critical for experimental reproducibility in nephropathy research.

## 1 INTRODUCTION

Adriamycin (ADR; doxorubicin)‐induced nephropathy is one of the most widely used murine models of glomerular injury and is considered to recapitulate key pathological features of human focal segmental glomerulosclerosis (FSGS), including podocyte injury, albuminuria, and progressive glomerulosclerosis.^1^ Following a single systemic administration of ADR, susceptible mouse strains develop early podocyte damage characterized by reduced slit diaphragm integrity, cytoskeletal disorganization, and impairment of the glomerular filtration barrier. As injury progresses, secondary tubular stress responses and interstitial changes may arise and contribute to overall disease severity.^2^, ^3^ Owing to its reproducibility and pronounced strain‐dependent variability, the ADR model has been extensively used to investigate genetic determinants of glomerular vulnerability and mechanisms of podocyte injury.

Genetic background is a major determinant of susceptibility to ADR‐induced nephropathy. Marked differences among inbred strains—such as BALB/c and C57BL/6—have been well documented with respect to albuminuria severity, glomerulosclerosis, and survival, underscoring the importance of host genetic modifiers in shaping disease progression.^4^, ^5^, ^6^ In contrast, comparatively less attention has been paid to variation among closely related substrains, and substrain information is often underreported in practice. Nevertheless, long‐term separation, genetic drift, spontaneous mutations, and colony‐specific selection pressures can generate biologically meaningful divergence over time. Indeed, substrain‐dependent differences in ADR susceptibility have been reported even within the commonly used C57BL/6 background: C57BL/6N exhibits susceptibility to ADR‐induced glomerular injury, whereas C57BL/6J is relatively resistant, and additional variability has been observed among C57BL/6N substrains.^7^, ^8^

The BALB/c strain is widely used in nephropathy research and is generally regarded as susceptible to ADR‐induced glomerular injury.^9^ Nevertheless, multiple BALB/c substrains are maintained independently by different breeders, and their molecular and pathological equivalence cannot be assumed. Consistent with this, phenotypic divergence among BALB/c substrains has been reported in other biological contexts, including immune‐related traits, indicating that independent colony maintenance can lead to measurable functional differences.^10^, ^11^ Even subtle divergence may influence the baseline state of podocytes—such as podocyte endowment per glomerulus and/or the expression of slit diaphragm components—thereby modulating the extent of injury amplification following ADR exposure. Defining such baseline predisposition is important not only for mechanistic interpretation but also for experimental reproducibility and cross‐study comparability.

In addition to baseline cellular context, early injury‐response programs within the glomerulus may shape divergent trajectories after ADR exposure. Podocyte stability critically depends on interactions with the glomerular basement membrane (GBM), which are mediated in part by integrin‐dependent adhesion and signaling.^12^ Perturbation of integrin–GBM interactions can promote podocyte detachment and proteinuria, and integrin‐dependent pathways are increasingly recognized as central regulators of glomerular cell behavior and matrix organization in health and disease.^13^ In parallel, extracellular matrix (ECM) programs—including collagen‐related processes and matrix remodeling—can alter GBM composition and biomechanical properties.^14^ Importantly, activation of ECM–adhesion pathways during early injury may reflect a range of biological states, including compensatory remodeling, early maladaptive responses, or shifts in glomerular cellular composition. Therefore, characterizing these programs at early time points may provide insight into determinants of susceptibility before overt histological separation becomes apparent.^12^, ^14^

Whether closely related BALB/c substrains differ in these baseline and early injury‐response features remains unclear. In the present study, we therefore compared two ADR‐susceptible BALB/c substrains, BALB/cAJcl (AJcl) and BALB/cByJcl (ByJcl)—both available from a single domestic vendor (CLEA Japan), allowing them to be sourced, housed, and acclimatized under identical conditions and thereby minimizing vendor‐ and environment‐related confounding—with respect to early responses to ADR administration. We assessed semi‐quantitative urinary albumin‐to‐creatinine ratio (Alb/Cre), tubular cast formation, and podocyte integrity using WT1‐positive cell counts and nephrin (NPHS1) immunoreactivity, together with a tubular injury marker. In addition, we performed glomerulus‐enriched transcriptomic profiling at baseline and at an early post‐ADR time point preceding overt morphological separation. We hypothesized that substrain‐dependent differences in baseline podocyte‐associated state and cell–matrix transcriptional programs, together with their persistence during early ADR injury, contribute to differential susceptibility to ADR‐induced nephropathy.

## 2 METHODS

### 2.1 Animals

Eight‐week‐old male BALB/cAJcl and BALB/cByJcl mice were obtained from CLEA Japan (Tokyo, Japan). Mice were maintained under specific pathogen‐free conditions in a temperature‐controlled facility (22 ± 2°C) on a 12‐h light/dark cycle, with ad libitum access to standard laboratory chow and water. All procedures followed the Regulations for Animal Experiments of Kitasato University. The protocol was reviewed by the Kitasato University Institutional Animal Care and Use Committee and approved by the University President (Approval ID: 24–094). Humane endpoints required marked body‐weight loss (≥20%) together with severe systemic deterioration (e.g., generalized edema, anemia, or markedly reduced activity); weight loss alone was not an endpoint. No animal reached 20% body‐weight loss, met the humane‐endpoint criteria, or was euthanized before the scheduled endpoint or lost. No animal was excluded from the in vivo study; one RNA‐seq library was excluded from the primary transcriptomic analysis based on the quality‐control considerations described below.

### 2.2 Adriamycin‐induced nephropathy

Adriamycin (doxorubicin hydrochloride; Fujifilm Wako Pure Chemical Corp., Osaka, Japan) was freshly dissolved in sterile saline at 2 mg/mL, protected from light, and administered at 10 mg/kg (a volume of 5 μL/g body weight) as a single dose via retro‐orbital injection; control mice received the same volume of sterile saline. The retro‐orbital route was used because we have previously validated it for the BALB/c ADR nephropathy model, where 10 mg/kg by this route produced albuminuria, tubular injury, and renal fibrosis indistinguishable from conventional tail‐vein administration while reducing restraint and stress.^15^ The injection was performed under isoflurane anesthesia with mice placed in lateral recumbency and the injected eye facing upward. After gentle proptosis, a 29‐gauge needle was inserted at the medial canthus along the lower margin of the globe at an approximately 30° angle, and the ADR solution was injected slowly. The needle was then withdrawn carefully. Mice were assigned to treatment groups within each substrain without formal randomization; all animals were age‐ and sex‐matched (8‐week‐old males) and, at study onset (Day 0), body weights ranged from 27.4 to 33.5 g. Body weight and general condition were monitored daily. Transcriptomic and histological/urinary analyses were performed on separate cohorts: one cohort was used for glomerulus‐enriched transcriptomic analysis, with kidneys harvested on Day 5 (D5), and a separate cohort was used for functional and histological evaluation, with spot urine collected and kidneys harvested on Day 7 (D7). Within the Day 7 cohort, urine, histology, and body‐weight data were obtained from the same animals. Day 5 was selected for transcriptomic profiling, and Day 7 for histological and functional assessment, because in adriamycin nephropathy molecular and cellular changes precede overt structural and functional injury. Profiling at Day 5 was therefore intended to capture early transcriptional programs before secondary structural remodeling could confound the signal, whereas Day 7 provided an appropriate window to quantify the resulting functional (albuminuria) and histological changes.

### 2.3 Urinary albumin assessment by SDS–PAGE and Alb/Cre calculation

Urine was collected on Day 7 after ADR administration. Samples were obtained from the urinary bladder under anesthesia and clarified by centrifugation to remove debris. Urinary albumin was assessed by SDS–PAGE using a method consistent with our prior work.^16^ This approach was selected because it allows direct visualization of the albumin‐sized urinary protein band and provides molecular‐weight‐based information on urinary protein patterns. In addition, SDS–PAGE‐based detection is not dependent on antibody recognition and may therefore complement antibody‐based albumin assays, which can be affected by species specificity or altered immunoreactivity of urinary albumin species.^17^ Briefly, equal volumes of urine were mixed with sample buffer and electrophoresed on polyacrylamide gels, with bovine serum albumin (2.5 μg) run in parallel as a positive control. After electrophoresis, gels were stained with Coomassie Brilliant Blue using a Rapid Stain CBB kit (Nacalai Tesque, Kyoto, Japan) and destained in distilled water. Gel images were captured using a flatbed scanner (GTX‐820, EPSON, Nagano, Japan). A representative Coomassie‐stained gel is provided in Figure S1. For semi‐quantification, the intensity of the albumin band was measured using Fiji/ImageJ (version 1.52a; National Institutes of Health, Bethesda, MD, USA). Urinary creatinine concentrations were determined from the same urine samples using a Creatinine Colorimetric Assay Kit (Cayman Chemical, Ann Arbor, MI, USA) according to the manufacturer's instructions. The albumin‐to‐creatinine ratio (Alb/Cre) was calculated by normalizing albumin band intensity to the corresponding urinary creatinine value. Because this readout is based on densitometric quantification of Coomassie‐stained bands, Alb/Cre was treated as a semi‐quantitative urinary albumin/creatinine index rather than as an ELISA‐equivalent quantitative uACR measurement. Alb/Cre values are expressed as arbitrary units normalized to urinary creatinine concentration (a.u./mg/dL creatinine; a.u., arbitrary units).

### 2.4 Histological evaluation and tubular cast scoring

Kidneys were fixed in 10% neutral buffered formalin, embedded in paraffin, and sectioned at 2 μm for periodic acid–Schiff (PAS) staining. After deparaffinization and rehydration, sections were oxidized in 0.5% periodic acid for 5 min, rinsed in distilled water, and incubated with Schiff's reagent (Fujifilm Wako Pure Chemical Corporation, Osaka, Japan) for 30 min. Sections were then washed three times with 0.8% sodium bisulfite for 3 min each, rinsed in running water, counterstained with hematoxylin for 4 min, and processed through dehydration and clearing before mounting, following established protocols.^18^ Tubular cast formation was evaluated semi‐quantitatively in the renal cortex using the following scoring system: 0: no casts, 1: <10% of tubules, 2: 10%–25%, 3: 25%–50%, 4: >50%. Scoring was performed independently by two blinded observers, and the average value was used for statistical analysis.

### 2.5 Immunohistochemistry

Paraffin sections were deparaffinized and rehydrated. Antigen retrieval was performed by heating sections at 98°C for 45 min in Immunosaver solution (Nissin EM, Tokyo, Japan). Endogenous peroxidase activity was quenched with 3% hydrogen peroxide, followed by blocking with 5% goat serum. Sections were incubated overnight at 4°C with rabbit anti‐nephrin/NPHS1 (1:4000, Proteintech, Rosemont, IL, USA) and rabbit anti‐WT1 (1:1000, Proteintech). After washing, sections were incubated with an HRP‐conjugated secondary antibody (Histofine SimpleStain MAX PO [Rabbit], Nichirei Biosciences, Tokyo, Japan), and signals were visualized using 3,3′‐diaminobenzidine (DAB; ImmPACT DAB Substrate Kit, Vector Laboratories, Newark, CA, USA). Sections were counterstained with hematoxylin, dehydrated, cleared, and mounted.

WT1‐positive nuclei were counted manually in 30 glomerular cross‐sections per mouse (*n* = 4 baseline and *n* = 7 ADR mice per substrain), and the per‐mouse mean was used as the unit of analysis; the mouse was the experimental unit. Slides were prepared by an investigator aware of group allocation, but the investigators who acquired the images and counted WT1‐positive nuclei were blinded to substrain and treatment group. Unlike NPHS1 (below), WT1 produces a discrete nuclear signal that does not form a continuous glomerular outline, precluding reliable automated glomerular segmentation; glomeruli were therefore counted manually.

Nephrin (*Nphs1*) immunoreactivity was quantified from brightfield images using a custom Python‐based pipeline (NumPy, pandas, scikit‐image, SciPy, and PIL). Briefly, RGB images were subjected to HED color deconvolution, and the DAB channel was used to derive a normalized optical‐density metric (scaled to 0–1 using the 1st–99th percentile range). The 1st and 99th percentile values were determined globally across the entire image dataset and applied identically to all images. Images were analyzed at reduced resolution (downsample factor = 4), and candidate glomerular ROIs were detected by Otsu thresholding of a Gaussian‐smoothed DAB optical‐density image (sigma = 2), followed by morphological filtering and removal of border‐touching objects. For each glomerulus, a convex‐hull ROI with a small margin expansion was generated, and the mean DAB optical density within the ROI (Mean_OD; higher values indicate stronger DAB signal) was calculated. Segmentation overlays were visually inspected for quality control; representative accepted glomerular ROI detections are provided in Figure S2. Because NPHS1 produces a continuous membranous DAB signal that reliably delineates the glomerular outline, automated segmentation was considered suitable for this analysis. All accepted glomeruli per sample were analyzed (773 glomeruli across 22 mice; median, 35 per mouse; range, 23–47 per mouse), rather than a fixed random subsample, and the per‐mouse mean Mean_OD across all accepted glomeruli was used for statistical analyses (*n* = 4 baseline and *n* = 7 ADR mice per substrain). NPHS1 optical density was quantified using the automated pipeline with identical parameters applied to all images, thereby minimizing observer‐dependent variation in ROI selection and signal measurement. Segmentation overlays were visually inspected only for quality control.

### 2.6 Glomerular isolation

Glomeruli were isolated on Day 5 using a Dynabeads‐based perfusion method as described by Takemoto et al.^19^ Briefly, mice were perfused via the left ventricle with phosphate‐buffered saline containing magnetic beads (Dynabeads™ M‐450, 4.5 μm diameter; Thermo Fisher Scientific, Waltham, MA, USA), allowing bead entrapment within glomerular capillaries. Kidneys were excised, minced, and digested in collagenase at 37°C. The suspension was passed through a 100‐μm cell strainer, and bead‐containing glomeruli were collected using a magnetic separator and washed repeatedly with PBS. Purity of isolated glomeruli was confirmed by light microscopy prior to RNA extraction.

### 2.7 RNA extraction and sequencing

Total RNA was extracted from isolated glomeruli using the NucleoSpin RNA kit (Takara Bio, Shiga, Japan) according to the manufacturer's instructions. RNA quantity and integrity were evaluated using a NanoDrop spectrophotometer and an Agilent Bioanalyzer, and only samples with an RNA integrity number (RIN) ≥7.0 were used for downstream analyses. RNA‐seq library preparation and sequencing were outsourced to GENEWIZ, Inc. (Tokyo, Japan). Libraries were generated using poly(A) selection for strand‐specific RNA‐seq and sequenced on a NovaSeq 6000 system (Illumina, San Diego, CA, USA) to obtain 2 × 150 bp paired‐end reads (approximately 6 Gb per sample). For primary data processing, raw reads were quality‐checked with FastQC (v0.11.9),^20^ trimmed with Trimmomatic (v0.39),^21^ aligned to the mouse reference genome (*Mus musculus*, GRCm39) using STAR (v2.7.10a),^22^ and summarized at the gene level using featureCounts (Subread v2.0.3).^23^

### 2.8 Differential expression and pathway analysis

Differential expression analysis was performed using DESeq2 (v1.38.3).^24^ All substrain contrasts were computed as ByJcl relative to AJcl, such that a positive log2 fold change indicates higher expression in ByJcl. Genes with a Benjamini–Hochberg adjusted *p* value (FDR) <0.05 were considered differentially expressed. Differential expression tables for all comparisons are provided as Table S1.

To evaluate coordinated pathway‐level shifts, preranked gene set enrichment analysis was conducted using the fgsea package (v1.24.0; multilevel algorithm)^25^ in R, with all detected genes ranked by the DESeq2 Wald statistic. Reactome gene sets were obtained from MSigDB (M2:CP:REACTOME collection).^26^, ^27^ For each comparison, normalized enrichment scores (NES) and Benjamini–Hochberg false discovery rates were computed jointly across all tested gene sets, and gene sets with FDR <0.05 were considered significantly enriched. Podocyte‐associated transcriptional programs were assessed using a podocyte marker gene set derived from single‐cell RNA sequencing of mouse glomeruli,^28^ provided as a GMT file (gene list in Table S2); a more stringent podocyte‐exclusive marker set was used as a confirmatory panel.

In addition, over‐representation analysis of the DESeq2‐derived differentially expressed genes (FDR <0.05) against Reactome pathways was performed using ReactomePA (v1.42.0; enrichPathway),^29^ with all tested genes as the background and Benjamini–Hochberg correction; terms with adjusted *p* < 0.05 were considered significantly enriched. Reactome pathways were defined according to the Reactome knowledgebase.^30^

Because one BALB/cAJcl ADR sample (A‐ADR1) showed reduced glomerular purity during quality control—reflected in the lowest podocyte‐to‐tubular marker ratio among the Day 5 samples and elevated renal‐tubular marker expression (Figure S3)—a sensitivity analysis was performed by repeating the differential expression and enrichment analyses after excluding this sample. Baseline samples formed a continuous distribution on this metric and were all retained. Full A1 include/exclude sensitivity results for the focal gene sets are provided in Table S3.

Complete Day‐5 ByJcl‐versus‐AJcl GSEA and ORA results are provided in Table S4; focal results across the four primary comparisons are provided in Table S5.

### 2.9 Statistical analysis

Continuous data analyzed using parametric tests are presented as mean ± SEM with individual values, unless otherwise stated. Ordinal or non‐normally distributed data are presented as box‐and‐whisker plots with individual values. Comparisons between two substrains for continuous data were performed using Welch's two‐tailed *t*‐test. Ordinal data, including tubular cast scores, were analyzed using the Mann–Whitney *U* test. Pairwise substrain comparisons of WT1‐positive nuclei counts at baseline and Day 7 were also performed using the Mann–Whitney *U* test. To jointly evaluate the effects of substrain and ADR treatment, per‐mouse mean WT1‐positive nuclei counts and NPHS1 optical density were analyzed by two‐way ANOVA with substrain and treatment as fixed factors, followed by Tukey's HSD post hoc test for multiple comparisons where appropriate. All tests were two‐sided, and a *p* value <0.05 was considered statistically significant. Statistical analyses were performed in Python using SciPy, pandas, and statsmodels.

## 3 RESULTS

### 3.1 Early exacerbation of ADR‐induced albuminuria in BALB/cByJcl mice

To compare early susceptibility to ADR‐induced nephropathy between BALB/c substrains, AJcl and ByJcl mice were analyzed 7 days after a single administration of ADR. Urinary albumin‐to‐creatinine ratio (Alb/Cre), a functional indicator of glomerular filtration barrier integrity, was significantly higher in ByJcl mice than in AJcl mice at Day 7, indicating more severe early glomerular dysfunction in the ByJcl substrain (Figure 1A).

**FIGURE 1:**
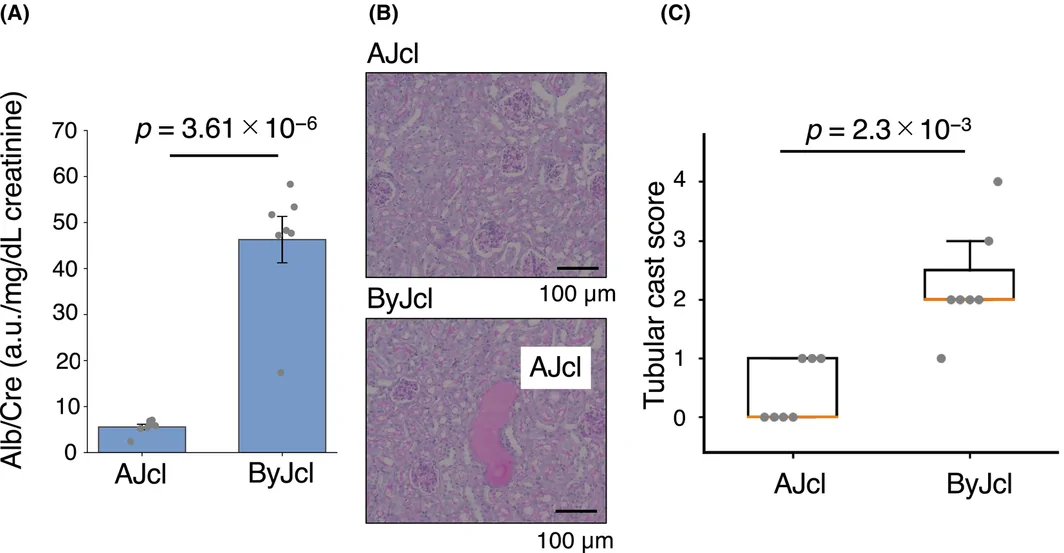
Early exacerbation of ADR‐induced albuminuria and tubular cast formation in BALB/cByJcl mice. (A) Semi‐quantitative urinary albumin‐to‐creatinine ratio (Alb/Cre; albumin band intensity [a.u.] normalized to urinary creatinine concentration) at Day 7 (D7) after a single intravenous injection of adriamycin (ADR) in BALB/cAJcl (AJcl) and BALB/cByJcl (ByJcl) mice (*n* = 7 per substrain). Differences between substrains were evaluated using Welch's two‐tailed *t*‐test. (B) Representative periodic acid–Schiff (PAS)‐stained renal cortical sections at D7 after ADR administration. Scale bar, 100 μm. (C) Semi‐quantitative tubular cast score in the renal cortex at D7 (*n* = 7 per substrain). Casts were scored as 0 (none), 1 (<10% of tubules), 2 (10–25%), 3 (25–50%), or 4 (>50%) by two blinded observers, and the averaged score was used for analysis. Data presentation and statistical tests are described in Methods; statistical significance is indicated in the graphs. Differences between substrains were evaluated using the Mann–Whitney *U* test.

PAS staining showed no marked difference in overall glomerular architecture at this early time point. We therefore examined tubular cast formation as an early morphological correlate of albuminuria. Casts were more frequently observed in ByJcl kidneys, and semi‐quantitative cast scores were higher in ByJcl than in AJcl. These casts may represent proteinuria‐associated tubular changes accompanying the more severe glomerular phenotype in ByJcl mice, although a contribution from tubular injury cannot be excluded (Figure 1B,C).

Body weight was monitored in ADR‐treated mice through Day 7 to assess whether substrain differences in systemic toxicity might confound the renal phenotype. ADR‐treated AJcl mice lost more weight than ByJcl mice (mean nadir −13.8% vs. −9.8%; Mann–Whitney *p* = 0.017). Two of seven AJcl mice transiently exceeded 15% body‐weight loss, whereas no ByJcl mouse did; however, all animals remained below 20% body‐weight loss, and none met the humane endpoint or was lost or excluded (Figure S4). Thus, ByJcl mice exhibited less body‐weight loss despite greater renal injury, indicating that the renal phenotype was not accompanied by greater systemic weight loss.

### 3.2 Lower podocyte‐associated readouts in ByJcl mice at day 7

Given the early divergence in albuminuria, we next examined podocyte‐associated markers, as altered expression of podocyte markers is a hallmark of ADR‐induced glomerular injury. Immunohistochemical analysis revealed that the number of WT1‐positive nuclei per glomerular cross‐section was significantly lower in ByJcl mice than in AJcl mice at Day 7 (Figure 2A,B); as shown below, this difference was largely present already at baseline (Figure S5A).

**FIGURE 2:**
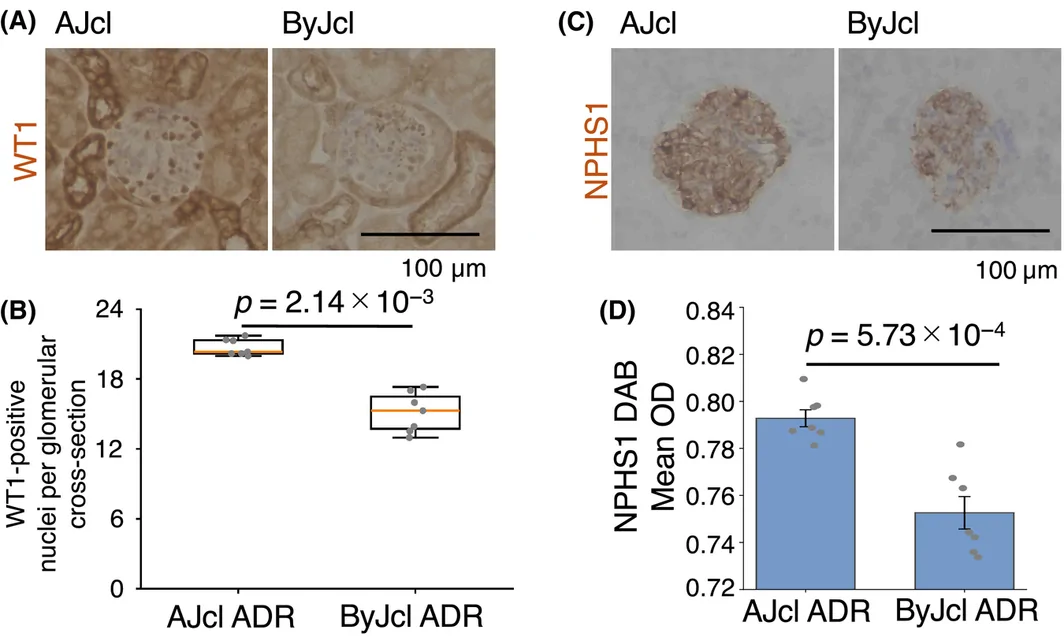
Lower podocyte‐associated readouts in ByJcl glomeruli at Day 7 after ADR. (A) Representative immunohistochemistry for WT1 in glomeruli from AJcl and ByJcl mice at Day 7 (D7) after ADR (*n* = 7 per substrain). (B) WT1‐positive nuclei per glomerular cross‐section (*n* = 7 per substrain; 30 glomerular cross‐sections per mouse; blinded counting; per‐mouse means used for statistics). Differences between substrains were evaluated using the Mann–Whitney *U* test. Data are presented as box‐and‐whisker plots with individual per‐mouse values. (C) Representative immunohistochemistry for nephrin (NPHS1/Nphs1) at D7 after ADR (*n* = 7 per substrain). (D) Glomerular nephrin immunoreactivity, measured as mean DAB optical density (Mean_OD) in automatically segmented accepted glomerular ROIs (*n* = 7 per substrain; all accepted glomeruli quantified; per‐mouse means used for statistics). Differences between substrains were evaluated using Welch's two‐tailed *t*‐test. Data are presented as individual per‐mouse values with mean ± SEM. Scale bars and statistical significance are indicated in the panels.

Consistently, NPHS1 immunoreactivity within glomeruli was lower in ByJcl mice than in AJcl mice (Figure 2C,D), and this difference was likewise already evident at baseline (Figure S5B). Because *Nphs1* encodes nephrin, a key component of the slit diaphragm, the lower NPHS1 signal is consistent with reduced glomerular nephrin immunoreactivity in ByJcl. WT1 and NPHS1 measurements were summarized as per‐mouse means across glomerular cross‐sections or accepted glomerular ROIs, respectively (Figure 2B,D).

In contrast, KIM1 protein abundance in renal cortex, assessed by immunoblotting and normalized to GAPDH, did not differ significantly between substrains at Day 7 (Figure 3A,B). The immunoblot analysis included six mice per substrain. Thus, although tubular casts were more frequent in ByJcl mice, KIM1 abundance did not provide evidence for a clear substrain‐dependent difference in overt proximal tubular injury at this early time point.

**FIGURE 3:**
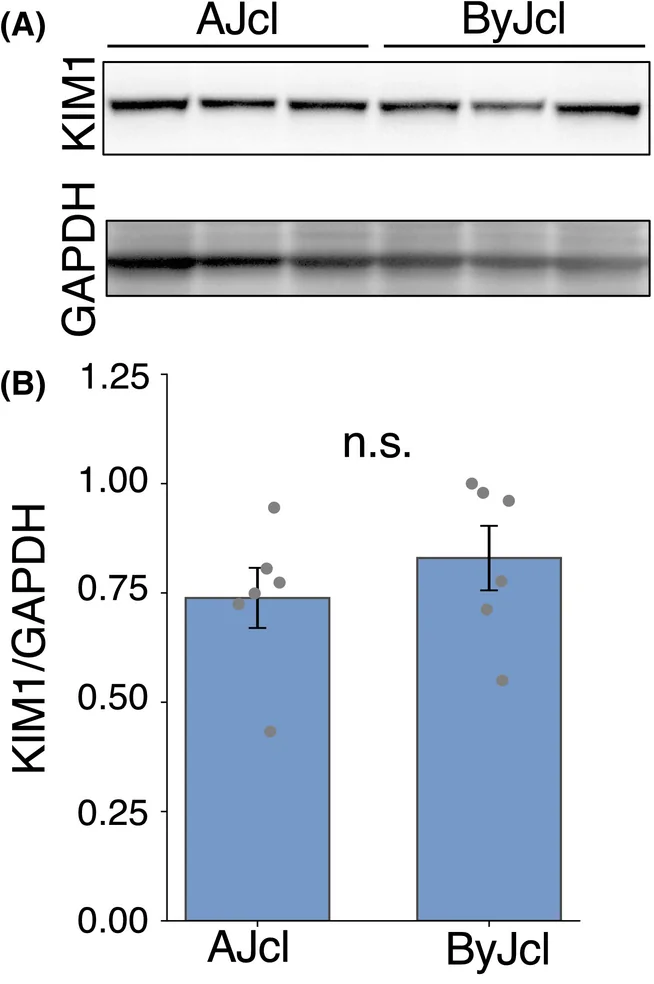
Renal cortical KIM1 protein abundance does not differ between substrains at Day 7. (A) Representative immunoblot of kidney injury molecule‐1 (KIM1) in renal cortex lysates from AJcl and ByJcl mice at D7 after ADR, with GAPDH as a loading control. (B) Densitometric quantification of KIM1 normalized to GAPDH (KIM1/GAPDH) (*n* = 6 per substrain; six mice per substrain were included in the immunoblot analysis). Differences between substrains were evaluated using Welch's two‐tailed *t*‐test. Data are presented as individual values with mean ± SEM. “n.s.” indicates no statistically significant difference.

### 3.3 Baseline differences in podocyte‐associated readouts between substrains

To determine whether substrain‐dependent susceptibility may be rooted in pre‐existing differences, kidneys from untreated (baseline) mice were analyzed. PAS staining revealed no apparent differences in baseline glomerular morphology between AJcl and ByJcl mice (Figure 4A). However, quantitative analysis demonstrated that the number of WT1‐positive nuclei per glomerular cross‐section was significantly higher in AJcl mice than in ByJcl mice at baseline (Figure 4B,C). These findings indicate that ByJcl mice have lower WT1‐positive nuclei counts per glomerular cross‐section prior to ADR exposure, although this measurement cannot distinguish reduced podocyte number from reduced WT1 expression.

**FIGURE 4:**
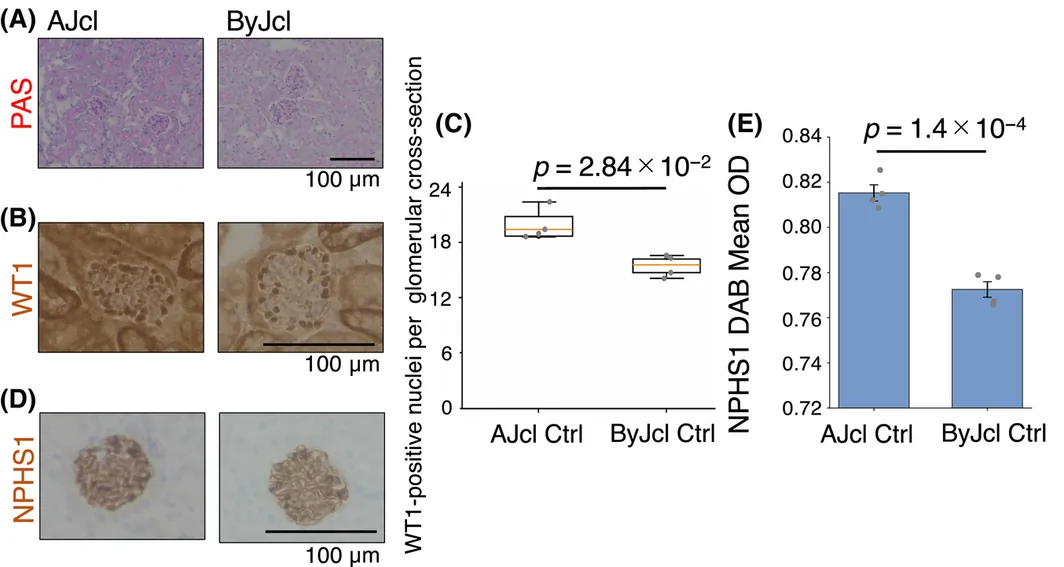
Baseline differences in podocyte‐associated readouts between AJcl and ByJcl mice. (A) Representative PAS‐stained sections of renal cortex from untreated (baseline) BALB/cAJcl (AJcl) and BALB/cByJcl (ByJcl) mice (*n* = 4 per substrain). Scale bar, 100 μm. (B) Representative WT1 immunohistochemistry at baseline (*n* = 4 per substrain). (C) Quantification of WT1‐positive nuclei per glomerular cross‐section at baseline (*n* = 4 per substrain; 30 glomerular cross‐sections per mouse, blinded counting; per‐mouse mean used as the unit of analysis). Differences between substrains were evaluated using the Mann–Whitney *U* test. Data are presented as box‐and‐whisker plots with individual per‐mouse values. (D) Representative nephrin (NPHS1/*Nphs1*) immunohistochemistry at baseline (*n* = 4 per substrain). (E) Quantification of baseline nephrin immunoreactivity (Mean_OD) using the same image‐processing pipeline and sampling strategy described in Methods (*n* = 4 per substrain; all accepted glomeruli analyzed per mouse). Differences between substrains were evaluated using Welch's two‐tailed *t*‐test. Data are presented as individual per‐mouse values with mean ± SEM.

In addition, baseline NPHS1 immunoreactivity was lower in ByJcl mice than in AJcl mice (Figure 4D,E). Together, the reduced WT1‐positive nuclei counts and lower NPHS1 staining in ByJcl suggest an attenuated podocyte‐associated state at baseline. These glomerular‐level readouts, summarized using per‐mouse means, support a substrain‐associated difference in podocyte‐associated state at baseline.

### 3.4 Baseline glomerular transcriptomic differences between substrains were limited but included distinct substrain‐associated genes

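Glomeruli of untreated AJcl and ByJcl mice, substrains of the albino BALB/c inbred mouse, were isolated by perfusing the animals with magnetic beads that lodge in the glomerular capillaries, followed by collagenase digestion and magnetic separation. Poly(A)-selected RNA was sequenced as paired-end reads in 3 libraries per substrain. The authors trimmed the reads, aligned them to the mouse genome GRCm39 with STAR, counted them on genes with featureCounts and deposited the counts of 26264 gene symbols without normalization. Total counts per library ranged from 42198416 to 47880096 in AJcl (median 47710384) and from 47918394 to 54687045 in ByJcl (median 49323901). The paper gives its depth as approximately 6 Gb of sequence per sample, and the values reported here use the total counts. Each of the ByJcl libraries was deeper than each of the AJcl libraries, so depth and substrain coincide at baseline. Counts were scaled with edgeR's TMM method, which sets each library's effective size from the bulk of genes, and compared with edgeR's quasi-likelihood test. A single fit covered 4 groups, both substrains at baseline and at Day 5 after adriamycin (ADR), over 11 libraries. It left out A-ADR1, an AJcl Day 5 library that the paper excludes. edgeR's filter on low counts, applied by group, kept 17002 genes, and a gene was called differentially expressed at a Benjamini-Hochberg adjusted p below 0.05. Log2 fold changes (log2FC) are ByJcl relative to AJcl. edgeR's test returns no standard error, so the SE given with its log2FC is derived. It is the size of the log2FC divided by the square root of the F statistic. The paper used DESeq2, and its text does not name the filter that set its tested genes. The test, the filter and the handling of A-ADR1 are the choices that could change the numbers most directly.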

To further assess molecular differences at baseline, RNA sequencing was performed on isolated glomeruli from untreated AJcl and ByJcl mice. Differential expression analysis identified 103 of 19 662 tested genes as significantly different between substrains at baseline (FDR <0.05), corresponding to 0.5% of the tested transcriptome. 

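edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 27 of the 17002 genes at baseline, 0.159% of those tested. Expression was higher in ByJcl for 23 of them and lower for 4, and 1418 genes had an unadjusted p below 0.05. DESeq2's Wald test moved this count most. On the same genes it called 101, 71 higher and 30 lower in ByJcl, with all 27 among them, and on genes of at least 10 counts in total with an alpha of 0.05, a setting chosen after seeing the values, it called 103. The smallest adjusted p belonged to Ubtd1, a ubiquitin domain gene on chromosome 19 of GRCm39 from 41969667 to 42023088. It was expressed at 1.75 ± 0.11 TMM-normalized CPM (SD, n = 3) in AJcl and 22.0 ± 1.27 CPM (SD, n = 3) in ByJcl, a log2FC of 3.65 (SE 0.15, adjusted p = 7.32e-07, edgeR). Among genes lower in ByJcl, Otud3, a deubiquitinase gene on chromosome 4 from 138620953 to 138641294, fell from 35.9 ± 4.46 to 1.67 ± 0.296 CPM (SD, n = 3 each). Its log2FC was -4.42 (SE 0.27, adjusted p = 2.26e-05, edgeR). Arl2bp, on chromosome 8 from 95393228 to 95401101, had a log2FC of -2.02 (SE 0.16, adjusted p = 0.000124, edgeR). For each of these genes the 3 libraries of one substrain lay apart from the 3 of the other.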

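Of the genes called by edgeR's quasi-likelihood test, 23 differed by more than 2-fold. The other 4 were Trim24, Tcaim, Klhl21 and Scarb2, with log2FC of 0.84, 0.88, 0.77 and 0.88, and they are named here after their values were seen. DESeq2 placed 63 of its calls above the same fold change.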

Among these, 64 genes additionally showed a fold change greater than two‐fold (|log_2_FC| >1), indicating that baseline transcriptional divergence was limited on a global scale but included a discrete subset of substrain‐associated transcripts (Figure 5, Table S1).

**FIGURE 5:**
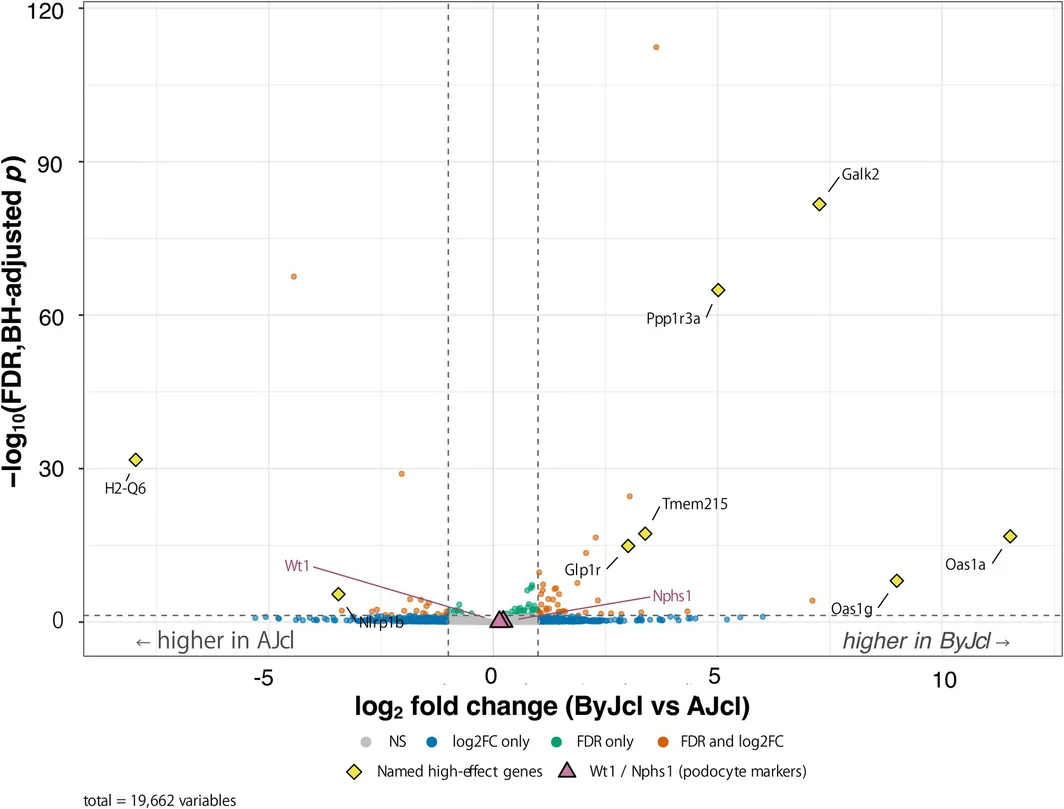
Baseline glomerular transcriptomic differences between AJcl and ByJcl are modest. Differential expression analysis of glomerulus‐enriched RNA‐seq data from untreated BALB/cAJcl (AJcl) and BALB/cByJcl (ByJcl) mice (*n* = 3 per substrain), shown as a volcano plot (ByJcl relative to AJcl; positive log_2_ fold change indicates higher expression in ByJcl). Genes were tested using DESeq2, and significance was defined by Benjamini–Hochberg adjusted *p* value (false discovery rate, FDR) <0.05; dashed lines indicate FDR = 0.05 and |log_2_ fold change| = 1. Of 19 662 tested genes, 103 were significantly different between substrains (FDR <0.05). The podocyte markers Wt1 and Nphs1 are labeled and were not individually differentially expressed at baseline.

Several of these genes showed large effect sizes. 

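Oas1a, an interferon-induced oligoadenylate synthetase gene on chromosome 5 of GRCm39 from 121031070 to 121046449, had 466, 768 and 486 counts in the ByJcl libraries and 0 counts in each AJcl library. Its 11.8 ± 3.93 CPM (SD, n = 3) in ByJcl was at least 181-fold higher than 0.0649 CPM, the level that 3 counts represent, a floor that covers counting error only. The fitted log2FC was 12.11 (SE 0.84, adjusted p = 0.00103, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With 0 counts in each AJcl library the counts set no upper limit to the fold, so this derived SE does not give its error. H2-Q6, a class I major histocompatibility gene on chromosome 17 from 35643777 to 35655332, was at 10.0 ± 1.76 CPM in AJcl and 0.0390 ± 0.0370 CPM in ByJcl (SD, n = 3 each), a log2FC of -7.86 (SE 0.48, adjusted p = 2.26e-05, edgeR). Its paralog H2-Q4 was 20.5 CPM higher in ByJcl, more than the 10.0 CPM by which H2-Q6 was lower, and the authors' counting could have split reads between them. Galk2, a galactokinase gene on chromosome 2 from 125701029 to 125826219, had 0.141 ± 0.170 CPM in AJcl and 22.4 ± 0.885 CPM in ByJcl (SD, n = 3 each), a log2FC of 7.26 (SE 0.54, adjusted p = 0.000111, edgeR). Fgf7, which starts 50359 bases past the end of Galk2 on the same strand, had 0 counts in each AJcl library and 26, 26 and 30 in ByJcl. The antisense gene Fam227b, which overlaps the end of Galk2, had 5, 2 and 7 counts in the ByJcl libraries and 0 counts in each AJcl library. Ppp1r3a, a regulatory subunit gene of protein phosphatase 1 on chromosome 6 from 14680679 to 14755331, was at 1.42 ± 0.554 CPM in AJcl and 46.2 ± 12.8 CPM in ByJcl (SD, n = 3 each), a log2FC of 5.02 (SE 0.32, adjusted p = 3.05e-05, edgeR). Nlrp1b, an inflammasome sensor gene on chromosome 11 from 71043928 to 71121559, was at 3.29 ± 0.327 CPM in AJcl and 0.304 ± 0.201 CPM in ByJcl (SD, n = 3 each) with no overlap between the libraries. Its log2FC of -3.42 (SE 0.63) did not reach the threshold in edgeR (adjusted p = 0.1) and did with DESeq2 (adjusted p = 3.18e-06). For Tmem215 and Glp1r, log2FC was 3.40 (SE 0.41, adjusted p = 0.00512, edgeR) and 3.02 (SE 0.35, adjusted p = 0.00436, edgeR). The plot of expression per library shows these genes beside Wt1 and Nphs1.

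**Figure D1:**
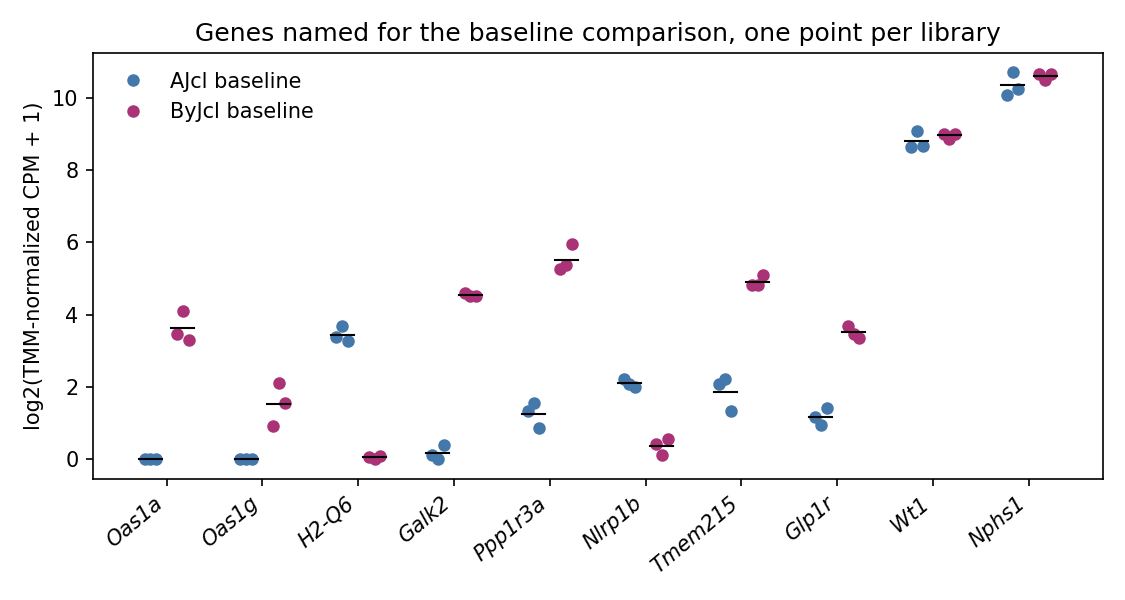
Expression of 10 genes in the 6 baseline libraries as log2(TMM-normalized CPM + 1), with 3 AJcl (blue) and 3 ByJcl (magenta) libraries as points and each group's mean as a black line. Oas1a and Oas1g are at 0 in every AJcl library, H2-Q6 and Nlrp1b are lower in ByJcl, and the points of Wt1 and Nphs1 overlap between the substrains.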

Among the most divergent were Oas1a (log_2_FC = +11.52, FDR = 1.7 × 10^−17^), H2‐Q6 (−7.96, FDR = 1.9 × 10^−32^), Galk2 (+7.27, FDR = 2.1 × 10^−82^), and Ppp1r3a (+5.01, FDR = 1.3 × 10^−65^), as well as Nlrp1b (−3.45, FDR = 3.5 × 10^−6^), Tmem215 (+3.39, FDR = 5.2 × 10^−18^), and Glp1r (+3.01, FDR = 1.3 × 10^−15^); Tmem215 and Glp1r were higher in ByJcl glomeruli, whereas Nlrp1b was higher in AJcl. Notably, several of the largest baseline differences fall at loci known to be polymorphic among inbred mouse strains, including the Oas1 cluster, the MHC region (H2‐Q6), and Nlrp1b^31^; the interpretation of these genes is considered further in the Discussion.

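Reads could be split between the paralogs of the Oas1 cluster, whose sequences were not compared here, so the level of each member is uncertain. Oas1g, on chromosome 5 of GRCm39 from 121014205 to 121025676, also had 0 counts in each AJcl library, and its 2.04 ± 1.21 CPM (SD, n = 3) in ByJcl was at least 31.5-fold above the floor. Its log2FC was 9.59 (SE 1.25, adjusted p = 0.0390, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). As for Oas1a, the derived SE does not give the error of this fold. Oas1g was no longer called when A-ADR1 was added to the fit (adjusted p = 0.0602, edgeR). Oas1b, on chromosome 5 from 120950700 to 120962228, was called as well, with a log2FC of 3.06 (adjusted p = 0.000468, edgeR). No Oas1 gene was higher in AJcl than in ByJcl. Of the 26 baseline calls with a position in the GENCODE annotation of GRCm39, 11 lay within 1 Mb of another call.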

In contrast, canonical podocyte‐associated transcripts were not differentially expressed between substrains at baseline (Wt1: log_2_FC = +0.14, FDR = 0.87; Nphs1: log_2_FC = +0.23, FDR = 0.79); both genes are labeled on the volcano plots (Figures 5 and 6A) to allow direct inspection.

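Wt1, on chromosome 2 of GRCm39 from 104956625 to 105003961, encodes a podocyte transcription factor, and Nphs1, on chromosome 7 from 30157740 to 30186675, encodes the slit diaphragm protein nephrin. Wt1 was expressed at 448 ± 80.4 CPM in AJcl and 497 ± 27.6 CPM in ByJcl (SD, n = 3 each), a log2FC of 0.15 (SE 0.20, adjusted p = 0.817, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Nphs1 was at 1322 ± 306 and 1560 ± 97.7 CPM (SD, n = 3 each), a log2FC of 0.24 (SE 0.24, adjusted p = 0.745, edgeR). For both genes the difference was within the spread of the AJcl libraries. The podocyte genes Podxl, Synpo, Tcf21 and Ptpro had log2FC between 0.11 and 0.32, and none was called. In the 40-gene podocyte list used for the Day 5 comparison, 39 genes were higher in ByJcl at baseline, with a median log2FC of 0.21. Its normalized enrichment score (NES) at baseline was 2.36 (adjusted p = 1.39e-05, fgsea with Benjamini-Hochberg adjustment), which is opposite in sign to Day 5. limma's camera, which allows for correlation between the genes of a set, did not call it (adjusted p = 0.758). From the small share of genes that differed, the paper concludes that baseline transcriptional divergence was limited globally and included a discrete subset of substrain-associated transcripts.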

**FIGURE 6:**
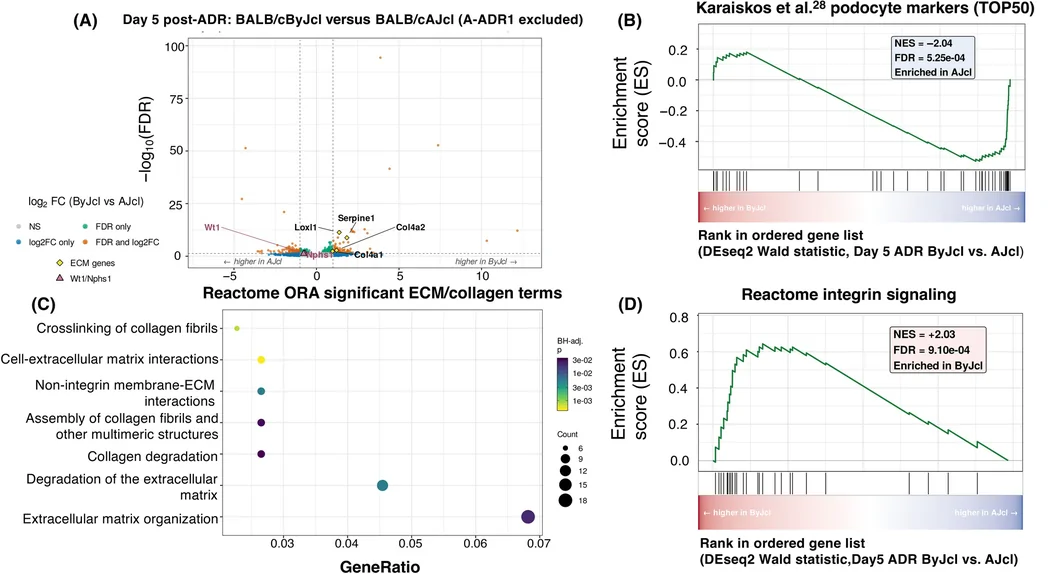
Early glomerular program‐level divergence at Day 5 after ADR: Suppression of podocyte signatures and enrichment of ECM/adhesion pathways in ByJcl. (A) Volcano plot of differential expression analysis of glomerulus‐enriched RNA‐seq at Day 5 (D5) after ADR administration comparing BALB/cByJcl (ByJcl) versus BALB/cAJcl (AJcl) (ByJcl, *n* = 3; AJcl, *n* = 2); positive log_2_ fold change indicates higher expression in ByJcl. Differential expression was tested using DESeq2; Benjamini–Hochberg adjusted *p* values (FDR) are shown (*y*‐axis, −log_10_ FDR). The podocyte markers Wt1 and Nphs1 are labeled. One AJcl sample (A‐ADR1) was excluded due to reduced glomerular purity (see Methods). (B) Preranked gene set enrichment analysis of a single‐cell–derived mouse podocyte marker set (set size = 49)^28^ in ByJcl relative to AJcl at D5 (ByJcl, *n* = 3; AJcl, *n* = 2). Genes were ranked by the DESeq2 Wald statistic; the podocyte program showed significant negative enrichment in ByJcl (NES = −2.04; FDR = 5.3 × 10^−4^, Benjamini–Hochberg across all tested gene sets). Leading‐edge genes included Nphs1, Nphs2, Wt1, Podxl, Synpo, Mafb, and Tcf21. (C) Reactome pathway over‐representation analysis of the DESeq2‐derived differentially expressed genes (546 genes; background = 19 662 tested genes) at D5, highlighting enrichment of extracellular matrix (ECM)– and collagen‐related processes in ByJcl glomeruli (ByJcl, *n* = 3; AJcl, *n* = 2). Dot size indicates the number of genes (Count), and color indicates BH‐adjusted *p* values. Of 734 tested Reactome terms, 19 were significantly enriched (BH‐adjusted *p* < 0.05). (D) Preranked gene set enrichment analysis of the Reactome “Integrin signaling” gene set in ByJcl relative to AJcl at D5 (ByJcl, *n* = 3; AJcl, *n* = 2). The gene set showed significant positive enrichment in ByJcl (NES = +2.03; FDR = 9.1 × 10^−4^, Benjamini–Hochberg across all tested gene sets).

### 3.5 Joint analysis of baseline and ADR‐treated podocyte‐associated readouts

To explicitly determine whether the podocyte‐associated differences observed after ADR reflected ADR‐induced changes or pre‐existing substrain differences, baseline and ADR‐treated groups were analyzed jointly by two‐way ANOVA with substrain and treatment as factors (Figure S5). For WT1‐positive cell counts, there was a strong main effect of substrain (*F*_1,18_ = 113.8, *p* < 0.0001), but no significant treatment effect (*p* = 0.39) and no substrain × treatment interaction (*p* = 0.59). Thus, the lower number of WT1‐positive cells in ByJcl mice primarily reflected a pre‐existing substrain difference rather than a detectable ADR‐induced reduction at Day 7.

For NPHS1 optical density, there was also a strong main effect of substrain (*F*_1,18_ = 59.0, *p* < 0.0001), together with a significant main effect of treatment (*p* = 0.0013), but no substrain × treatment interaction (*p* = 0.82). Tukey's post hoc comparisons showed that NPHS1 was lower in ByJcl than AJcl at both baseline and Day 7 (*p*_adj ≤0.001), and that the baseline‐to‐Day‐7 reduction was statistically significant within AJcl (*p*_adj = 0.048) but not within ByJcl. This asymmetry may partly reflect the lower baseline NPHS1 signal in ByJcl, leaving less detectable room for a further ADR‐associated decrease in this assay. Therefore, the podocyte‐associated phenotype in ByJcl mice is best interpreted as a pre‐existing attenuated podocyte‐associated state that remains evident after ADR exposure, rather than as a substrain‐specific amplification of WT1 or NPHS1 loss at Day 7.

### 3.6 Early transcriptomic divergence in isolated glomeruli at day 5 after ADR

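For the Day 5 comparison, ADR, an anthracycline that injures podocytes, had been given at 10 mg/kg, and glomeruli were isolated 5 days later and sequenced and counted as at baseline. The deposited counts cover 3 libraries per substrain. Total counts were 46267840, 44832125 and 47513846 in the AJcl libraries A-ADR1, A-ADR2 and A-ADR3, and 43835070 to 46316543 (median 44712395) in ByJcl. The paper's n is 2 for AJcl because it excludes A-ADR1 for reduced glomerular purity, and 3 for ByJcl. Values are therefore given first over the 11 libraries without A-ADR1 and then over all 12, where 16612 genes passed the filter. Gene sets were tested with fgsea on genes ranked by the signed square root of edgeR's quasi-likelihood F statistic. The sets were the 10- to 500-gene mouse Reactome pathways shipped with fgsea together with a podocyte list, 910 sets in all. The podocyte list held 40 markers written down before the counts were seen, since the panel of the paper was not used here. For "Integrin signaling", the set under its older Reactome name, integrin alphaIIb beta3 signaling, was used, with 26 tested genes. The replicate numbers of the 2 substrains belong to different animals. Deviations from the group means of same-numbered AJcl and ByJcl Day 5 libraries had a correlation of -0.143 across genes, so results with the replicate number as a block are given beside those without it. The size of the AJcl group is what most limits the precision here.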

To investigate early molecular responses preceding overt histological divergence, RNA sequencing was performed on isolated glomeruli at Day 5 after ADR administration. Purity assessment based on marker expression confirmed glomerular enrichment; however, one AJcl sample (A‐ADR1) showed reduced glomerular purity (Figure S3) and was excluded from the main analysis to avoid confounding. 

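The paper's text names the tubular markers of Fig. S3 but not its podocyte markers. With the 7 podocyte genes that the paper lists in its leading edge, the summed CPM of podocyte markers divided by the summed CPM of the 6 tubular markers was 2.34 in A-ADR1. The other AJcl Day 5 libraries, A-ADR2 and A-ADR3, had ratios of 6.93 and 6.72. All 3 AJcl Day 5 libraries averaged 5.33 ± 2.59 (SD, n = 3) and the ByJcl Day 5 libraries 14.4 ± 13.4 (SD, n = 3). This difference did not exceed the spread between libraries (two-sided exact permutation test, p = 0.400, where 0.1 is the smallest p that 3 against 3 allow). At baseline the ratio was 10.4 ± 7.38 in AJcl and 24.7 ± 21.4 in ByJcl (SD, n = 3 each), with the same exact p. The choice of podocyte markers changed the value of A-ADR1. With the 40-gene list in place of the 7 genes its ratio was 6.71, and it remained the lowest of the 12 libraries.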

A sensitivity analysis including this sample is provided in Table S3. 

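Over the 11 libraries at Day 5, NES was -2.45 for the podocyte list (adjusted p = 1.73e-07, fgsea with Benjamini-Hochberg adjustment), 2.06 for extracellular matrix (ECM) organization (adjusted p = 4.15e-08, fgsea) and 2.05 for integrin signaling (adjusted p = 0.000538, fgsea). With A-ADR1 added the values were -1.95 (adjusted p = 0.00271, fgsea), 2.45 (adjusted p = 6e-13, fgsea) and 2.34 (adjusted p = 0.000109, fgsea). All 3 sets kept their direction and stayed below the threshold. A-ADR1 itself had the lowest mean expression of the podocyte list among the AJcl Day 5 libraries, a mean log2(CPM + 1) of 8.59 against 9.25 in A-ADR2 and 8.76 in A-ADR3. When A-ADR1 and A-ADR2 stood for AJcl, the NES of the podocyte list was -2.04 (adjusted p = 0.000834, fgsea). With A-ADR1 and A-ADR3 it was -1.14 and no longer passed the threshold (adjusted p = 0.458, fgsea).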

In the primary Day 5 ByJcl‐versus‐AJcl comparison, the focal podocyte, ECM, and integrin enrichments reported below were robust to inclusion or exclusion of A‐ADR1. Sensitivity results for the within‐AJcl ADR‐versus‐control comparison are reported separately in Table S3.

Differential expression analysis identified only modest gene‐level differences between substrains at this early time point (Figure 6A). 

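edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 28 genes over the 11 libraries, 23 higher and 5 lower in ByJcl, and 2374 genes had an unadjusted p below 0.05. Of the calls, 24 changed more than 2-fold. Over all 12 libraries it called 72 genes, 51 higher and 21 lower, and 26 of the 28 were among them. With the replicate number as a block, 19 genes were called, 15 of them shared with the fit without it. DESeq2 called 535 genes, 348 higher and 187 lower in ByJcl. The AJcl pair also mattered: with A-ADR1 and A-ADR2 edgeR called 793 genes, and with A-ADR1 and A-ADR3 it called 15. The genes with the smallest adjusted p were also called at baseline. Ubtd1 had a log2FC of 3.86 (adjusted p = 2.77e-06, edgeR; 8.12e-05 with the block) and 3.89 over all 12 libraries, where A-ADR1 was at 1.56 CPM, close to the AJcl mean of 1.64 CPM. Otud3 and Arl2bp had log2FC of -4.30 and -1.97 (adjusted p = 6.48e-05 and 0.000491, edgeR). Galk2 had a log2FC of 7.33 (adjusted p = 0.000665, edgeR), with Fgf7 downstream of it as at baseline, and 6.69 over all 12 libraries. Ppp1r3a and H2-Q6 had log2FC of 4.42 and -4.51 (adjusted p = 0.000491 and 0.000665, edgeR). As at baseline, the reads of H2-Q6 may be shared with its paralog H2-Q4.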

We therefore next applied gene set analyses to assess coordinated shifts in podocyte programs and injury‐response pathways. 

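In the 40-gene podocyte list, 6 genes were higher and the others lower in ByJcl at Day 5, with a median log2FC of -0.43. Among 10000 random lists matched on expression, the central 95% of medians lay between -0.04 and 0.16, and no random list was as low (two-sided p = 2e-04, the smallest these permutations can give). With the replicate number as a block the NES was -2.46 (adjusted p = 2.48e-07, fgsea with Benjamini-Hochberg adjustment). The leading edge held 25 genes, including Wt1, Synpo, Nphs1, Ptpro, Podxl and Tcf21. A list of only the podocyte genes that the paper names gave an NES of -2.15 (adjusted p = 7.64e-05, fgsea). The genes of the list vary together, with an inter-gene correlation of 0.540, and limma's camera, which allows for this, did not call the list (adjusted p = 0.669).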

Using a podocyte marker panel derived from single‐cell RNA sequencing of mouse glomeruli,^28^ preranked gene set enrichment analysis (fgsea v1.24.0; genes ranked by the DESeq2 Wald statistic; FDR by Benjamini–Hochberg across all tested gene sets) revealed significant negative enrichment of the podocyte program in ByJcl relative to AJcl (NES = −2.04, FDR = 5.3 × 10^−4^; leading‐edge genes included Nphs1, Nphs2, Wt1, Podxl, Synpo, Mafb, and Tcf21; Figure 6B). A more stringent podocyte‐exclusive marker set gave a concordant result (NES = −2.22, FDR = 9.3 × 10^−5^; Table S5). Individual podocyte markers showed considerably weaker signal than the coordinated program: Wt1 was marginally significant (log_2_FC = −0.71, FDR = 0.0498) and Nphs1 approached but did not reach significance (log_2_FC = −0.78, FDR = 0.064), both reduced in ByJcl (labeled in Figure 6A). 

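Over the 11 libraries, Wt1 was at 383 ± 148 CPM in AJcl (SD, n = 2) and 234 ± 31.0 CPM in ByJcl (SD, n = 3), a log2FC of -0.72 (SE 0.22, adjusted p = 0.201, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). A-ADR1 was at 310 CPM, which brought the AJcl mean to 361 ± 121 CPM (SD, n = 3) and the log2FC to -0.62 (adjusted p = 0.162, edgeR). Blocking on the replicate number, the log2FC was -0.70 (adjusted p = 0.264, edgeR). Nphs1 was at 1111 ± 290.0 CPM in AJcl (SD, n = 2) and 643 ± 210 CPM in ByJcl (SD, n = 3), a log2FC of -0.79 (SE 0.26, adjusted p = 0.240, edgeR). A-ADR1 was at 778 CPM, the AJcl mean with it 1005 ± 302 CPM (SD, n = 3) and the log2FC -0.63 (adjusted p = 0.223, edgeR), and the block gave -0.84 (adjusted p = 0.289, edgeR). For both genes each AJcl library, A-ADR1 included for Wt1 but not for Nphs1, was above each ByJcl library. Neither gene was called by edgeR in either set of libraries, and DESeq2 gave adjusted p of 0.0508 for Wt1 and 0.0642 for Nphs1.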

The much stronger gene‐set‐level effect is consistent with a coordinated attenuation of podocyte‐associated transcriptional programs that is not well captured by any single marker gene.

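Taken one by one, none of the 6 podocyte genes named above reached the threshold at Day 5 in edgeR's quasi-likelihood test. Apart from Wt1 and Nphs1, their log2FC ran from -0.71 for Synpo (adjusted p = 0.230, edgeR with Benjamini-Hochberg adjustment) to -0.37 for Tcf21 (adjusted p = 0.473, edgeR). Mean expression of the 40-gene list, as log2(CPM + 1), was 9.25 and 8.76 in A-ADR2 and A-ADR3 and 8.76, 8.48 and 8.57 in the ByJcl libraries. A-ADR3 was thus level with the highest ByJcl library. At baseline the same mean was 9.15, 9.56 and 9.25 in AJcl and 9.58, 9.45 and 9.53 in ByJcl. From baseline to Day 5 the median log2FC of the list was -0.29 in AJcl and -0.94 in ByJcl.

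**Figure D2:**
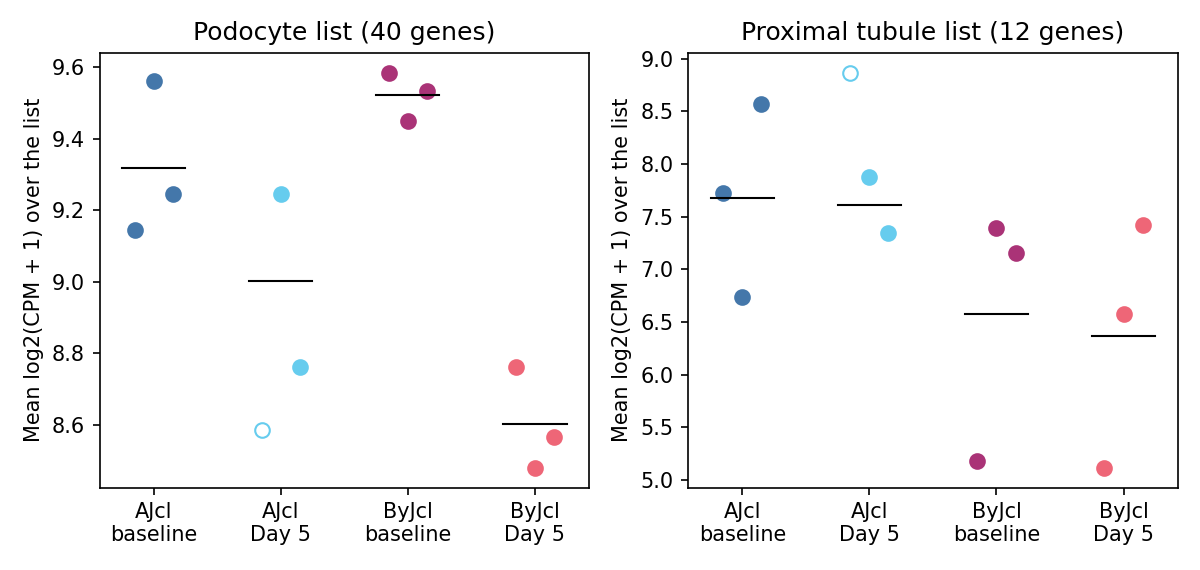
Mean log2(CPM + 1) of the 40-gene podocyte list (left) and of a 12-gene proximal tubule list (right) in each library of the 4 groups, with the group mean as a line. The open circle is A-ADR1, which is not part of its group's line. The mean of the podocyte list is lower at Day 5 than at baseline in both substrains, and A-ADR1 has the highest tubular expression of the 12 libraries.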

In parallel, gene‐set analyses showed that cell–matrix transcriptional programs were already enriched in ByJcl at baseline and remained enriched at Day 5. 

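fgsea enriched 325 of the 910 sets at baseline (Benjamini-Hochberg adjusted p below 0.05), 186 higher and 139 lower in ByJcl, and 297 at Day 5, 264 higher and 33 lower, so the cell-matrix sets were among many. limma's camera called 0 of 915 sets at either time, with 21 and 47 sets at an unadjusted p below 0.05. Across the tested genes, the substrain log2FC at baseline and at Day 5 had a Pearson r of 0.368 and a Spearman rho of 0.259, where genes are not independent replicates. All 27 baseline calls had the same direction at Day 5, and 14 were called again by edgeR's quasi-likelihood test. The change in the substrain difference from baseline to Day 5 was also tested. This gave an NES of 1.09 for ECM organization (adjusted p = 0.398, fgsea) and 1.28 for integrin signaling (adjusted p = 0.297, fgsea).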

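The ECM organization set held 222 tested genes. At baseline 161 of them were higher in ByJcl, with a median log2FC of 0.17, outside the central 95% of 10000 expression-matched random sets (-0.002 to 0.068). The NES was 2.18 (adjusted p = 9.95e-09, fgsea with Benjamini-Hochberg adjustment), and 104 genes formed the leading edge. At Day 5, 148 genes were higher, with a median log2FC of 0.17 and 107 genes in the leading edge. Modelled with a replicate block, the Day 5 NES was 2.05 (adjusted p = 7.99e-08, fgsea). limma's camera did not call the set at baseline (adjusted p = 0.694) or at Day 5 (adjusted p = 0.653).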

At Day 5, Reactome pathway over‐representation analysis also identified enrichment of ECM‐and adhesion‐related pathways (Figure 6C).Preranked GSEA showed positive enrichment of Reactome “Extracellular matrix organization” in ByJcl at baseline (NES = +2.28, FDR = 7.0 × 10^−10^) and at Day 5 (NES = +2.19, FDR = 9.7 × 10^−11^). Reactome “Integrin signaling” showed the same pattern (baseline: NES = +1.84, FDR = 0.022; Day 5: NES = +2.03, FDR = 9.1 × 10^−4^; Figure 6D; Table S5). 

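In the integrin signaling set, 21 of 26 genes were higher in ByJcl at baseline and 22 at Day 5, with median log2FC of 0.14 and 0.29. The baseline NES was 1.86 (adjusted p = 0.00686, fgsea with Benjamini-Hochberg adjustment), and at Day 5 the block gave 2.10 (adjusted p = 0.000361, fgsea). The leading edge held 13 genes at baseline and 17 at Day 5, among them Bcar1, Shc1, Src, Syk and Tln1 at both times. Against random sets matched on expression the baseline median was at the 97.7th percentile (two-sided permutation p = 0.0450), and against sets matched also on GC content and gene length at the 90.7th (two-sided permutation p = 0.190). The Day 5 median was at percentile 100 under both matchings (two-sided permutation p = 2e-04 each). The plot of NES under each alternative shows how far each set moved.

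**Figure D3:**
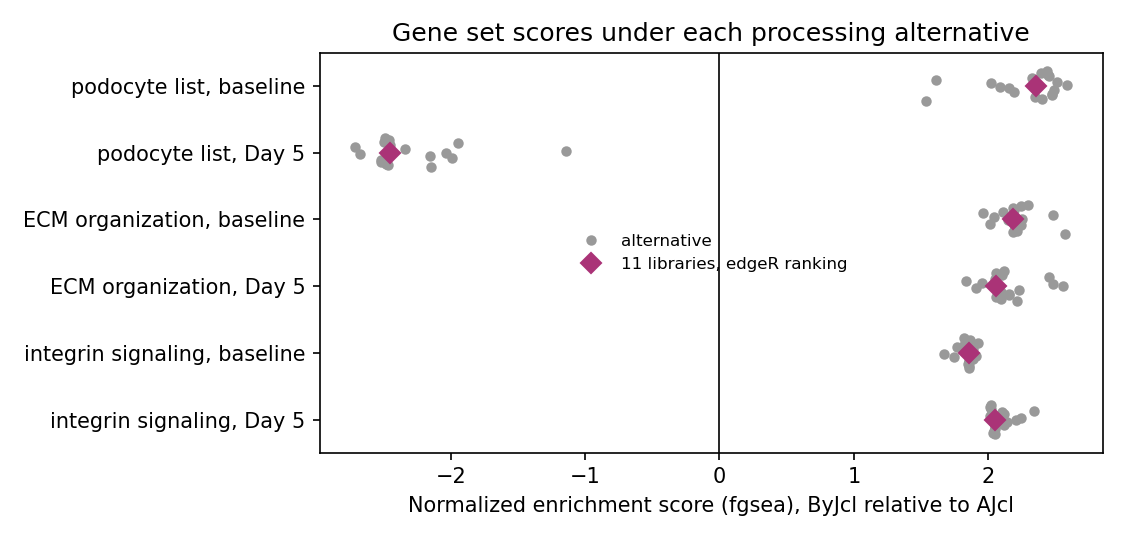
NES of the podocyte list, ECM organization and integrin signaling for ByJcl relative to AJcl at baseline and Day 5. Each gray dot is one alternative and the diamond is the value over the 11 libraries with edgeR's ranking. The ECM and integrin values stay positive at both times, and the podocyte list is positive at baseline and negative at Day 5 under every alternative shown. The fit without a filter and fits that leave a single AJcl Day 5 library are not among them.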

At Day 5, Reactome pathway over‐representation analysis of the 546 DEGs further identified 19 of 734 tested terms as significantly enriched (BH‐adjusted *p* < 0.05), with 16 of the 20 top‐ranked terms related to ECM, collagen, integrin, or adhesion biology. 

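Over-representation was tested for the 28 Day 5 calls of edgeR's quasi-likelihood test with a one-sided hypergeometric test, against the 5440 tested genes that belong to a Reactome set. Only 13 of the calls belong to such a set. Of 45 terms that held a called gene, 4 were enriched. They were eicosanoid ligand-binding receptors (2 genes, adjusted p = 0.0154, Benjamini-Hochberg adjustment of the hypergeometric test), interferon gamma signaling (3 genes, adjusted p = 0.0184), interferon signaling (3 genes, adjusted p = 0.0298) and assembly of collagen fibrils and other multimeric structures (2 genes, adjusted p = 0.0418). With A-ADR1 added, 0 of 158 terms were enriched, and with the replicate number as a block 0 of 43. The DESeq2 calls, 205 of which belong to a set, gave 25 enriched terms of 566.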

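Among the Day 5 calls of edgeR there was no gene of the cell-extracellular matrix interactions set, and 3 genes of ECM organization (adjusted p = 0.0768, hypergeometric test with Benjamini-Hochberg adjustment). Against all tested genes as the background, ECM organization passed the threshold (adjusted p = 0.0318, hypergeometric test). The DESeq2 calls held 7 genes of the cell-extracellular matrix interactions set (adjusted p = 0.000871) and 20 of ECM organization (adjusted p = 0.0143). Ranked over all genes, the 18 tested genes of the cell-extracellular matrix interactions set had a Day 5 NES of 2.36 (adjusted p = 2.42e-06, fgsea), 2.35 with the replicate number as a block (adjusted p = 7.28e-06, fgsea) and 2.41 over all 12 libraries (adjusted p = 2.97e-05, fgsea). At baseline its NES was 1.51 (adjusted p = 0.118, fgsea).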

The top term was “Cell–extracellular matrix interactions” (7 genes; BH‐adjusted *p* = 4.8 × 10^−4^), and “Extracellular matrix organization” was also significant (18 genes; BH‐adjusted *p* = 0.020) (Figure 6C). 

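Loxl1, a lysyl oxidase gene on chromosome 9 of GRCm39 from 58195014 to 58220495, was at 8.66 ± 0.855 CPM in AJcl and 14.1 ± 2.15 CPM in ByJcl at baseline (SD, n = 3 each), a log2FC of 0.70 (SE 0.15). It was not called by edgeR's quasi-likelihood test (adjusted p = 0.193, Benjamini-Hochberg adjustment) and was called by DESeq2 (adjusted p = 0.00549). The collagen IV genes Col4a1 and Col4a2 lie head to head on chromosome 8 (11248423 to 11362826 and 11362471 to 11499287), and their records overlap on opposite strands, so that counts near their shared start are uncertain without the strand setting of the counting. Col4a1 was at 538 ± 100.0 and 687 ± 82.0 CPM and Col4a2 at 333 ± 67.7 and 444 ± 55.4 CPM (SD, n = 3 each). Their log2FC were 0.35 (SE 0.21) and 0.42 (SE 0.25), with an adjusted p of 0.641 each in edgeR. In each of these 3 genes every ByJcl library was above every AJcl library. Chance separates the groups, in either direction, for 10% of genes at 3 against 3.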

Among the four ECM/adhesion‐related transcripts shown in Figure 7, *Loxl1* was already significantly higher in ByJcl at baseline (log_2_FC = +0.68, FDR = 0.0052), whereas *Serpine1*, *Col4a1*, and *Col4a2* were not significant. 

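At Day 5 over the 11 libraries, Loxl1 was at 10.3 ± 0.643 CPM in AJcl (SD, n = 2) and 26.7 ± 2.23 CPM in ByJcl (SD, n = 3), a log2FC of 1.37 (SE 0.17, adjusted p = 0.0105, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With A-ADR1, at 8.12 CPM, it was 1.48 (adjusted p = 0.00241, edgeR), and with the replicate number as a block 1.36 (adjusted p = 0.0307, edgeR). Col4a1 was at 694 ± 181 and 1353 ± 324 CPM (SD, n = 2 and 3), a log2FC of 0.96 (SE 0.24, adjusted p = 0.143, edgeR). With A-ADR1, at 434 CPM, it was 1.16 (adjusted p = 0.0661, edgeR), and with the block 0.98 (adjusted p = 0.229, edgeR). Col4a2, whose record overlaps that of Col4a1, was at 452 ± 170 and 1043 ± 297 CPM (SD, n = 2 and 3), a log2FC of 1.21 (SE 0.29, adjusted p = 0.125, edgeR). With A-ADR1, at 263 CPM, it was 1.43 (adjusted p = 0.0554, edgeR), and with the block 1.19 (adjusted p = 0.218, edgeR). DESeq2 called all 3 genes, with adjusted p of 7.07e-12 for Loxl1, 0.00445 for Col4a1 and 0.00149 for Col4a2. Every ByJcl library was above every AJcl library for each gene in both sets of libraries. Chance separates the groups, in either direction, for 20% of genes at 3 against 2 and 10% at 3 against 3.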

At Day 5, all four transcripts were significantly higher in ByJcl than in AJcl: *Serpine1* (log_2_FC = +1.84, FDR = 1.7 × 10^−9^), *Loxl1* (+1.37, FDR = 4.9 × 10^−12^), *Col4a1* (+0.97, FDR = 4.5 × 10^−3^), and *Col4a2* (+1.22, FDR = 1.5 × 10^−3^). Together, these findings support a pre‐existing cell–matrix transcriptional state in ByJcl that persists at Day 5, with additional gene‐level differences evident after ADR.

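The change from baseline to Day 5 in the substrain difference was tested as a substrain by treatment interaction. It was 0.67 on the log2 scale for Loxl1, 0.61 for Col4a1 and 0.79 for Col4a2. None passed the threshold over the 11 libraries (adjusted p between 0.620 and 0.643, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). From the enrichment of ECM organization and integrin signaling at baseline and again at Day 5, with single transcripts beside them, the paper proposes a difference in cell-matrix gene expression that untreated ByJcl glomeruli already have and still have at Day 5, with additional gene-level differences after ADR.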

**FIGURE 7:**
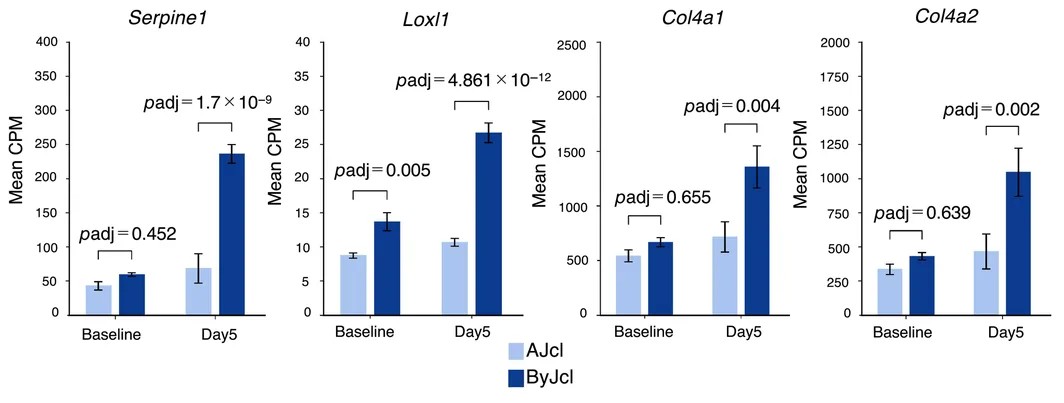
ECM/adhesion‐related transcript expression at baseline and Day 5 after ADR. Expression (counts per million, CPM; mean ± SEM) of the extracellular matrix– and adhesion‐related transcripts *Serpine1*, *Loxl1*, *Col4a1*, and *Col4a2* in BALB/cAJcl (AJcl) and BALB/cByJcl (ByJcl) glomeruli at baseline and at Day 5 after adriamycin (ADR) administration (*n* = 3 per group, except AJcl Day 5, *n* = 2 after exclusion of sample A‐ADR1; see Methods). Numbers displayed above the substrain comparisons in the figure are Benjamini–Hochberg‐adjusted *p* values (FDR) from the final DESeq2 analysis reported in Table S1. At baseline, *Loxl1* was significantly higher in ByJcl (log_2_FC = +0.68, FDR = 0.0052), whereas *Serpine1*, *Col4a1*, and *Col4a2* were not significant (FDR = 0.452, 0.655, and 0.639, respectively). At Day 5, all four transcripts were significantly higher in ByJcl than in AJcl: *Serpine1* (log_2_FC = +1.84, FDR = 1.7 × 10^−9^), *Loxl1* (+1.37, FDR = 4.9 × 10^−12^), *Col4a1* (+0.97, FDR = 4.5 × 10^−3^), and *Col4a2* (+1.22, FDR = 1.5 × 10^−3^). This pattern is consistent with a pre‐existing cell–matrix transcriptional state with additional gene‐level differences evident at Day 5.

### 3.7 The ADR responses were broadly concordant in direction across substrains

To determine whether the two substrains mounted qualitatively different responses to ADR, we compared the baseline‐to‐Day 5 change within each substrain. 

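Within each substrain, Day 5 libraries were compared with baseline libraries in the same fit, 2 against 3 in AJcl without A-ADR1 and 3 against 3 in ByJcl. edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 53 genes in AJcl, 52 higher and 1 lower after ADR, and 1800 genes in ByJcl, 978 higher and 822 lower. Over all 12 libraries it called 54 genes in AJcl, 47 higher and 7 lower, and 1197 in ByJcl, 733 higher and 464 lower. The balance in AJcl moved with the libraries and the test. With A-ADR1 and A-ADR3 at Day 5, 81 genes were higher and 67 lower, and with A-ADR1 and A-ADR2, 22 and 0. DESeq2 called 245 higher and 56 lower in AJcl. Deviations of same-numbered ByJcl baseline and Day 5 libraries had a mean correlation of 0.190 across genes, although these libraries come from different animals. The pairs were uneven, with 0.375 for number 1, 0.029 for number 2 and 0.167 for number 3. With the replicate number as a block, 1592 genes were called in ByJcl, 835 higher and 757 lower, and 1459 were shared with the fit without it. In AJcl the smallest adjusted p were those of Inka2, Ccng1 and Cdkn1a, all higher after ADR. Cdkn1a, a p53 target on chromosome 17 of GRCm39 from 29309936 to 29319701, rose from 27.1 ± 5.13 to 415 ± 200 CPM (SD, n = 3 and 2), a log2FC of 3.94 (SE 0.30, adjusted p = 0.000257, edgeR). With A-ADR1, at 295 CPM, the log2FC was 3.77. Alas2 was the only gene called lower in AJcl, with a log2FC of -3.46 (SE 0.54, adjusted p = 0.0272, edgeR), and -3.87 with A-ADR1, at 0.194 CPM. In ByJcl, Inka2 and Ccng1 also had the smallest adjusted p, together with Psrc1 (1.6e-05 for each, edgeR; 0.000198 with the block). Their log2FC in ByJcl were 3.61, 2.10 and 6.29, and those of Inka2 and Ccng1 in AJcl were 3.62 and 1.68, or 3.46 and 1.76 with A-ADR1, at 39.6 and 516 CPM. Ankrd44, Pnmal2 and Top1mt were lower in ByJcl after ADR, with log2FC of -1.08, -1.37 and -2.25 (adjusted p = 0.000778, 0.00109 and 0.00119, edgeR; 0.00217, 0.00245 and 0.00248 with the block).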

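Across the 17002 tested genes, the ADR log2FC of AJcl and of ByJcl had a Pearson r of 0.672 and a Spearman rho of 0.438. Genes are not independent replicates, so no p is given. Over all 12 libraries r was 0.679 and rho 0.517, and with the replicate number as a block r was 0.664 and rho 0.465. The libraries behind the AJcl response moved these values most. Without A-ADR3, which leaves A-ADR2 alone at Day 5, r was 0.345, and without A-ADR2 it was 0.665. The filter also moved r: with genes of at least 10 counts in total, 19662 genes, it was 0.532.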

The genome‐wide ADR responses were positively correlated between substrains (Pearson *r* = 0.535, Spearman *ρ* = 0.425; *n* = 19 662). 

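The ADR log2FC had the same direction in both substrains for 63.0% of the tested genes. Among the 1804 genes called in either substrain by edgeR's quasi-likelihood test, 91.4% had the same direction, and among the 49 called in both, all 49 did. Over all 12 libraries the shares were 69% of all genes, 95.9% of 1200 genes called in either and 51 of 51 called in both. With the replicate number as a block, these shares were 65.4%, 92.6% of 1594 genes and 24 of 24. Of the 49 genes called in both, 26 changed more in ByJcl than in AJcl, and this was 38 of 51 over all 12 libraries, 18 of 24 with the block and 167 of 261 with DESeq2. DESeq2 called 2734 genes in either substrain, 86.7% in the same direction, and 261 in both, of which 260 had the same direction. Leaving out 1 library at a time, the share of all genes ran from 53.1% without A-ADR3 to 68.9% without A-Ctrl1. Without A-ADR3 a single AJcl Day 5 library is left. Over the fits that kept at least 2 libraries per group, 84.8% to 95.9% of genes called in either substrain had the same direction. Of the 14 to 49 genes called in both there, all did.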

Directional concordance increased with statistical support: 62.8% genome‐wide, 87.0% among genes significant in either substrain (*n* = 2715), and 99.6% among genes significant in both (*n* = 257). 

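edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 0 genes for the substrain by treatment interaction over the 11 libraries and 0 over all 12, with 1363 and 801 genes at an unadjusted p below 0.05. DESeq2 called 22 genes, 14 rising more and 8 rising less in ByJcl. The smallest p in edgeR was that of Col5a3, a collagen V gene on chromosome 9 of GRCm39 from 20681337 to 20726418. Its expression went from 3.41 ± 0.584 to 8.49 ± 5.95 CPM in AJcl (SD, n = 3 and 2; 4.45 CPM in A-ADR1) and from 3.46 ± 0.411 to 63.6 ± 13.1 CPM in ByJcl (SD, n = 3 each). The interaction was 2.88 on the log2 scale (SE 0.50, unadjusted p = 0.000113, adjusted p = 0.620, edgeR), and DESeq2 called it (adjusted p = 1.26e-05). Glipr2 and H2-Q6 followed in the same direction with 1.49 and 3.35, and Znrf3, Galnt15 and Ankrd44 in the other with -0.88, -2.38 and -0.76. All 5 were called by DESeq2 and not by edgeR. H2-Q6 had only 2, 0 and 4 counts in the ByJcl baseline libraries and 12, 7 and 8 at Day 5. In AJcl it fell from 412, 562 and 417 counts to 220 and 218 without A-ADR1. Its reads may be shared with its paralog H2-Q4, whose interaction is not given here. Of the tropomyosin genes, Tpm1, Tpm2, Tpm3 and Tpm4 had interactions of 0.85, 0.78, 0.26 and 0.84, none called by edgeR (adjusted p of 0.620 or 0.711). DESeq2 called Tpm2 (adjusted p = 0.0338) and Tpm4 (adjusted p = 0.0108).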

Only 24 of 19 662 genes showed a significant substrain × treatment interaction (FDR <0.05; Table S6), and these genes did not form a coherent functional pathway (no significant GO biological‐process enrichment; Reactome enrichment was limited to a single tropomyosin gene pair). Thus, the ADR responses of the two substrains were broadly concordant in direction, particularly among genes with statistical support, while significant substrain × treatment interactions were detected for only a small, functionally dispersed set of genes (Figure S6, Table S6).

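The spread of the ADR log2FC across genes was 1.19 times as wide in ByJcl as in AJcl (ratio of standard deviations). Over all 12 libraries the ratio was 1.29, and over the fits that each left out one library it ran from 0.982 without A-ADR2, which leaves a single AJcl Day 5 library, to 1.30 without B-Ctrl3. From the shared direction of the changes and the few interactions, the paper concludes that the ADR responses of the substrains were broadly concordant in direction, with significant interactions in a small and functionally dispersed set of genes.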

## 4 DISCUSSION

In the present study, we demonstrate that two closely related BALB/c substrains, AJcl and ByJcl, exhibit distinct early susceptibility to ADR‐induced nephropathy. ByJcl mice developed more severe albuminuria at Day 7 after ADR administration and showed lower podocyte‐associated readouts, including WT1‐positive nuclei per glomerular cross‐section and NPHS1 immunoreactivity. Notably, these podocyte‐associated differences were already evident at baseline, and no significant substrain × treatment interaction was detected for either readout. Thus, the Day 7 differences are best interpreted as the persistence of a pre‐existing attenuated podocyte‐associated state in ByJcl mice rather than as greater ADR‐induced loss of these markers. These findings suggest that intrinsic substrain‐dependent factors shape the initial cellular context and influence the early trajectory of ADR‐induced injury.

A central observation was that ByJcl mice displayed fewer WT1‐positive nuclei per glomerular cross‐section at baseline than AJcl mice, despite no apparent differences in baseline glomerular morphology by PAS staining. Because WT1 is widely used as a marker of differentiated podocytes,^32^ reduced WT1‐positive cell counts may reflect a lower podocyte endowment, altered WT1 expression per cell, and/or subtle differences in podocyte identity prior to injury. Consistently, baseline NPHS1 immunoreactivity was also lower in ByJcl glomeruli. Together, these findings support the notion that ByJcl kidneys begin from a comparatively attenuated podocyte‐associated state, which may render the filtration barrier more vulnerable to toxic stress.

With this caveat, two genes are notable for their effect size and expression level. Tmem215 was expressed at higher levels in ByJcl glomeruli (log_2_FC = +3.39, FDR = 5.2 × 10^−18^). 

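Tmem215 lies on chromosome 4 of GRCm39 from 40472180 to 40477168. At baseline it had 140, 170 and 74 counts in the AJcl libraries and 1261, 1294 and 1812 in ByJcl, which is 2.79 ± 1.11 and 29.4 ± 3.47 CPM (SD, n = 3 each). The difference was larger than the spread between libraries in both groups. At Day 5 its log2FC was 3.08 (adjusted p = 0.0379, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 3.04 ± 0.285 CPM in AJcl (SD, n = 2; 4.23 CPM in A-ADR1) and 25.7 ± 12.5 CPM in ByJcl (SD, n = 3).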

TMEM215 is an endoplasmic reticulum–resident transmembrane protein expressed in endothelial cells, where it supports endothelial survival and angiogenic responses.^33^ Its higher baseline expression in ByJcl may therefore reflect subtle differences in the glomerular endothelial compartment. We note, however, that the direction of this difference is not readily reconciled with greater susceptibility: if TMEM215 promotes endothelial survival, its higher expression in the more susceptible substrain would not, by itself, predict greater injury.

Glp1r was likewise expressed at higher levels in ByJcl glomeruli (log_2_FC = +3.01, FDR = 1.3 × 10^−15^). 

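Glp1r lies on chromosome 17 of GRCm39 from 31120525 to 31159765. At baseline it had 54, 43 and 82 counts in the AJcl libraries and 554, 476 and 503 in ByJcl, which is 1.28 ± 0.388 and 10.5 ± 1.41 CPM (SD, n = 3 each), with no overlap. At Day 5 it was at 1.30 ± 0.318 CPM in AJcl (SD, n = 2; 0.583 CPM in A-ADR1) and 2.91 ± 1.32 CPM in ByJcl (SD, n = 3). The Day 5 log2FC of 1.17 was not called (adjusted p = 0.238, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).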

GLP‐1 receptor signaling has well‐documented kidney‐protective effects, including attenuation of oxidative stress and inflammatory injury.^34^ As with Tmem215, the higher baseline expression of a putatively protective receptor in the more susceptible substrain is not readily interpreted as a susceptibility mechanism, and may instead represent a compensatory or context‐dependent state. An additional consideration is cellular composition: the renal localization of GLP‐1R remains contested, with studies using validated antibodies, in situ hybridization, and single‐cell transcriptomics localizing GLP‐1R principally to juxtaglomerular cells, preglomerular vascular smooth muscle, and endothelial cells rather than to podocytes.^35^ Because juxtaglomerular and vascular structures co‐purify with glomeruli in bead‐perfusion preparations, a substrain difference in Glp1r signal in glomerulus‐enriched bulk RNA‐seq may reflect the relative contribution of these compartments rather than a podocyte‐intrinsic difference. Nlrp1b, an inflammasome sensor,^31^ was higher in AJcl glomeruli; given the polymorphic nature of this locus noted above, we do not interpret this difference as establishing a substrain difference in inflammasome activity, and its functional consequence, if any, remains to be determined.

Taken together, baseline substrain variation was not defined by broad remodeling of the canonical podocyte identity program: Wt1 and Nphs1 were not significantly different at the mRNA level (FDR = 0.87 and 0.79, respectively), despite the reduced WT1‐positive nuclei counts and NPHS1 immunoreactivity observed histologically. This discordance between protein‐level readouts and bulk mRNA profiles is consistent with several non‐mutually exclusive scenarios, including post‐transcriptional regulation, altered protein stability or localization, subtle shifts in differentiation state, and/or modest differences in cellular composition that are not readily captured by bulk glomerular RNA‐seq.^36^ Rather than identifying a single causal transcript, the baseline data indicate that AJcl and ByJcl glomeruli differ in a small number of discrete molecular features—several of which are most parsimoniously attributed to substrain genetic background—while the substrain difference relevant to ADR susceptibility is more evident in the protein‐level podocyte‐associated readouts and in a baseline ECM/integrin transcriptional state that remained enriched at Day 5.

Following ADR administration, the baseline podocyte‐associated disparities remained evident in ByJcl mice and were accompanied by a more pronounced early functional phenotype. At Day 7, ByJcl mice exhibited higher albuminuria and lower WT1‐positive nuclei per glomerular cross‐section and NPHS1 immunoreactivity than AJcl mice. However, no significant substrain × treatment interaction was detected for either podocyte‐associated readout, indicating that these Day 7 differences largely reflected pre‐existing substrain differences rather than greater ADR‐induced decreases in ByJcl mice.

In contrast, KIM1 abundance in the renal cortex did not differ between substrains at this time point. Thus, although tubular casts were more frequent in ByJcl mice, KIM1 did not provide evidence of a clear substrain‐dependent difference in overt proximal tubular injury. The tubular casts may represent proteinuria‐associated tubular changes accompanying the more severe glomerular functional phenotype, although a contribution from tubular injury cannot be excluded.

Additional insight into early divergence was provided by transcriptomic profiling of isolated glomeruli at Day 5 after ADR administration. Because gene‐level differential expression between substrains was modest at this time point, we applied gene set analyses to assess coordinated program‐level shifts. Preranked GSEA revealed significant negative enrichment of podocyte‐associated gene signatures in ByJcl relative to AJcl, indicating coordinated attenuation of podocyte transcriptional programs during early injury.

This program‐level suppression is notable because it aligns with the broader “podocyte depletion/podocytopathy” framework, in which podocytes are highly specialized cells with limited capacity for replacement, and loss or dysfunction of a critical fraction of podocytes is thought to drive proteinuria and subsequent glomerulosclerosis.^37^ In this framework, baseline podocyte endowment—often quantified relative to glomerular size as podocyte density or related “podometrics”—can shape susceptibility and the kinetics of disease progression, such that a lower “reserve” may be more readily pushed past a functional threshold when injury supervenes.^38^ In this context, the ByJcl pattern—baseline reduction in podocyte‐associated immunoreactivity together with early, coordinated suppression of podocyte gene programs—is consistent with an attenuated podocyte‐associated state and/or earlier decompensation of podocyte programs under stress. Importantly, the fact that the effect is most evident at the gene‐set level (rather than as large single‐gene changes in canonical markers) supports the idea that early divergence may reflect a distributed shift across multiple components of the podocyte structural and slit diaphragm programs, which could precede overt morphological change and contribute to subsequent amplification of albuminuria.

In parallel, GSEA showed that ECM organization and integrin signaling were enriched in ByJcl at baseline and remained enriched at Day 5.^39^ This pattern supports a pre‐existing cell–matrix transcriptional state that persists after ADR exposure, rather than pathway activation induced specifically by ADR. *Serpine1* (PAI‐1) is a central regulator of pericellular proteolysis via inhibition of plasminogen activators and has been repeatedly linked to matrix accumulation and renal fibrogenic remodeling across experimental and clinical contexts.^40^ At the individual‐gene level, *Serpine1* was significantly higher in ByJcl at Day 5; because PAI‐1 inhibits plasminogen activators, this increase may reflect reduced protease‐driven ECM turnover; however, our data show only its transcriptional upregulation and do not establish a functional effect on matrix turnover in this model. Importantly, PAI‐1 biology can intersect with podocyte‐relevant adhesion signaling through the uPA/uPAR axis and related pathways that have been implicated in proteinuric kidney disease and discussed in connection with integrin‐dependent mechanisms.^41^

At Day 5, increased expression of *Col4a1* and *Col4a2* suggests remodeling of basement membrane architecture, as type IV collagen networks constitute core structural scaffolds of the GBM and shape ligand availability for integrin‐based adhesion.^41^ Even modest shifts in basement membrane collagen production—particularly if spatially localized to the GBM—might influence integrin engagement and adhesion dynamics in podocytes during a phase when podocyte‐associated programs are already relatively attenuated, although this was not directly assessed. In parallel, *Loxl1* was already higher in ByJcl at baseline and remained elevated at Day 5; this is notable because lysyl oxidase family activity catalyzes oxidative cross‐linking that stabilizes ECM architecture, increases resistance to degradation, and contributes to fibrogenic remodeling through matrix stabilization and altered tissue mechanics.^42^ These three transcripts—*Serpine1*, the type IV collagens, and *Loxl1*—are each individually associated with ECM retention and remodeling in other systems, and their expression pattern in ByJcl is consistent with, but does not by itself demonstrate, a persistent shift toward ECM retention at the cell–matrix interface.

These persistent ECM/integrin signatures are compatible with at least two non‐mutually exclusive scenarios. One possibility is that a constitutive substrain‐specific cell–matrix state provides compensatory stabilization of podocyte–GBM attachment and remains evident during early injury. Alternatively, the same pre‐existing state may favor matrix retention, cross‐linking, altered mechanotransduction, and integrin signaling that predispose ByJcl glomeruli to the more severe functional phenotype observed at Day 7. Discriminating adaptive stabilization from maladaptive remodeling will require spatial validation,^40^, ^41^, ^42^, ^43^ integrin activation‐state readouts, and time‐course studies extending beyond the early phase examined here.

Biologically, integrin‐dependent adhesion is fundamental for podocyte attachment to the GBM, and podocyte integrin pathways are tightly coupled to actin cytoskeletal organization and slit diaphragm stability. Genetic or functional perturbation of podocyte integrin signaling compromises filtration barrier integrity and can induce proteinuria.^39^ More broadly, integrin‐dependent signaling regulates glomerular cell behavior and matrix organization in health and disease, including bidirectional feedback between matrix composition/structure and cell‐state programs.^14^, ^44^ In this context, enrichment of ECM‐ and integrin‐associated signatures in ByJcl at both baseline and Day 5 is best interpreted as a persistent substrain‐associated cell–matrix state that coexists at Day 5 with coordinated attenuation of podocyte programs, rather than as a response induced specifically by ADR. While ECM accumulation is classically associated with progressive glomerulosclerosis and fibrosis, ECM remodeling can also be triggered early after injury and may precede overt histological change.^45^ Thus, persistence of the ByJcl signature after ADR may either stabilize adhesion or contribute to later maladaptation, depending on its spatial distribution, magnitude, and downstream functional effects.

Collectively, our findings highlight the importance of substrain background in experimental nephropathy models. Even within the BALB/c lineage, subtle divergence between substrains can translate into meaningful differences in baseline podocyte‐associated features, persistent cell–matrix states, and early stress responsiveness, potentially affecting reproducibility across laboratories. These results underscore the need for careful documentation of substrain origin and motivate further work to identify the genetic and molecular determinants that shape baseline podocyte‐associated features and early injury trajectories.

Our findings also have implications for the interpretation of previous adriamycin nephropathy studies. BALB/c mice are widely used in this model, but substrain information is frequently unreported. Because BALB/cAJcl and BALB/cByJcl differed substantially in baseline podocyte‐associated readouts and in the magnitude of ADR‐induced albuminuria, results obtained from mice described only as “BALB/c” may depend on which substrain was used. Unreported substrain composition could therefore contribute to variability between studies and complicate direct cross‐study comparison. We suggest that substrain identity be explicitly reported in future adriamycin nephropathy studies, and that comparisons between earlier reports be interpreted with substrain background in mind.

Several limitations should be acknowledged. First, reduced WT1‐positive nuclei counts per glomerular cross‐section do not definitively distinguish decreased podocyte number from altered WT1 expression per cell. Similarly, reduced NPHS1 immunoreactivity may reflect changes in expression level, redistribution of nephrin protein, or early dedifferentiation rather than outright podocyte loss. Second, bulk glomerular RNA‐seq cannot fully exclude subtle differences in cellular composition, and isolated glomeruli may retain variable contributions from non‐podocyte compartments (as suggested by sample‐level purity variation addressed by sensitivity analysis). Third, because the AJcl Day 5 group contained only two samples after quality‐control exclusion, the interaction analysis had limited power to detect modest substrain‐specific differences in the ADR response. Future studies using quantitative podocyte counting strategies, ultrastructural analyses, and cell‐type–resolved transcriptomic approaches will help refine the cellular basis of substrain‐specific divergence and clarify whether the persistent ECM/integrin state is adaptive or maladaptive and how it changes after ADR exposure.

In summary, this study supports a model in which intrinsic baseline differences in podocyte‐associated features between BALB/c substrains are associated with early responses to ADR‐induced injury. ByJcl mice exhibit lower baseline WT1‐positive cell counts and diminished NPHS1 immunoreactivity—interpreted together as an attenuated podocyte‐associated state rather than a definitive reduction in podocyte number—followed by greater albuminuria after ADR exposure. Glomerular transcriptomics further indicated that ECM organization and integrin signaling were enriched in ByJcl at baseline and remained enriched at Day 5, when coordinated suppression of podocyte‐associated programs was also evident. These findings highlight the potential role of baseline cellular context, persistent cell–matrix transcriptional states, and early podocyte‐program changes in the trajectory of toxin‐induced glomerular injury, and underscore the importance of documenting substrain origin for reproducibility.

## AUTHOR CONTRIBUTIONS

**Ryuya Nakagawa:** Investigation; validation; visualization; writing – original draft. **Masaki Watanabe:** Conceptualization; investigation; writing – original draft; validation; visualization; data curation. **Nobuya Sasaki:** Conceptualization; funding acquisition; writing – review and editing; project administration; resources; supervision. **Momoka Hiratsuka:** Investigation; visualization. **Koyuki Kawamoto:** Investigation; visualization. **Takeru Sasaki:** Investigation; validation; data curation.

## FUNDING INFORMATION

This research received no specific grant from any funding agency in the public, commercial, or not‐for‐profit sectors.

## CONFLICT OF INTEREST STATEMENT

The authors declare no conflict of interest.

## ETHICS STATEMENT

All procedures followed the Regulations for Animal Experiments of Kitasato University. The protocol was reviewed by the Kitasato University Institutional Animal Care and Use Committee and approved by the University President (Approval ID: 24–094).

## Supporting information

**Figure S1.** Representative SDS‐PAGE for semi‐quantitative urinary albumin assessment. Representative Coomassie Brilliant Blue–stained SDS‐PAGE gel of urine samples collected at Day 7 after adriamycin administration from BALB/cAJcl (AJcl) and BALB/cByJcl (ByJcl) mice (*n* = 7 per substrain). Bovine serum albumin (BSA; 2.5 μg) was electrophoresed in parallel as a positive control, and the urinary albumin band (~66 kDa) was quantified by densitometry using Fiji/ImageJ. Band intensity was normalized to the urinary creatinine concentration of the same sample to derive the semi‐quantitative albumin‐to‐creatinine index (Alb/Cre; arbitrary units per mg/dL creatinine). Images were processed uniformly across the entire gel, with no lane‐specific adjustment.
**Figure S2.** Representative automated glomerular ROI detections for NPHS1 quantification. Representative brightfield images of NPHS1 (nephrin) immunohistochemistry with the corresponding automatically detected accepted glomerular regions of interest (ROIs) overlaid, illustrating the image‐analysis pipeline described in Methods (*n* = 4 baseline and *n* = 7 ADR mice per substrain). Candidate glomeruli were detected by Otsu thresholding of a Gaussian‐smoothed DAB optical‐density image, followed by morphological filtering and removal of border‐touching objects. For each accepted glomerulus, a convex‐hull ROI was generated and the mean DAB optical density (Mean_OD) was calculated. All accepted glomeruli per sample were analyzed, and the per‐mouse mean Mean_OD was used as the unit of analysis.
**Figure S3.** Glomerular purity assessment across all RNA‐seq samples. Podocyte‐to‐tubular marker‐sum ratio (log scale) for all 12 glomerulus‐enriched RNA‐seq samples (four groups: A‐Ctrl, B‐Ctrl, A‐ADR, B‐ADR; *n* = 3 each), calculated as the summed CPM of podocyte markers divided by the summed CPM of renal‐tubular markers (*Slc12a1*, *Umod*, *Aqp2*, *Lrp2*, *Slc34a1*, *Aqp1*). Among all 12 samples, A‐ADR1 showed the lowest ratio (2.51); the next‐lowest sample overall was A‐Ctrl3 (4.50; approximately 1.8‐fold higher), and the next‐lowest ADR sample was approximately 2.8‐fold higher. Together with elevated expression of multiple renal‐tubular markers (lower panel), this indicated reduced glomerular purity; A‐ADR1 was therefore excluded from the primary Day 5 analysis. Baseline (control) samples formed a continuous distribution on this metric and were all retained. Gray band, range of retained samples; dashed line, their median. Lower panel: CPM (log₁₀) of the six renal‐tubular markers across all samples, with A‐ADR1 outlined.
**Figure S4.** Body‐weight time course in ADR‐treated AJcl and ByJcl mice. Absolute body weight (g) in adriamycin (ADR)‐treated BALB/cAJcl (AJcl) and BALB/cByJcl (ByJcl) mice is plotted for each day through Day 7 (*n* = 7 per substrain). Values are shown as mean ± SEM; individual replicates are not shown. The statistical comparison was performed on percent change from Day 0 rather than on the absolute weights plotted: ADR‐treated AJcl mice lost more weight than ByJcl mice (mean nadir −13.8% vs. −9.8%; Mann–Whitney *U* test, *p* = 0.017). Two of seven AJcl mice transiently exceeded 15% body‐weight loss, whereas no ByJcl mouse did; however, all animals remained below 20% body‐weight loss, and none met the humane endpoint or was lost or excluded (see Methods). Thus, ByJcl mice exhibited less body‐weight loss despite greater renal injury, indicating that the renal phenotype was not accompanied by greater systemic weight loss.
**Figure S5.** Two‐way ANOVA of WT1 and NPHS1 at baseline and Day 7. WT1‐positive nuclei counts and NPHS1 optical density in BALB/cAJcl (AJcl) and BALB/cByJcl (ByJcl) glomeruli at baseline and at Day 7 after adriamycin (ADR), analyzed jointly by two‐way ANOVA (substrain × treatment) with Tukey's HSD post hoc test. Bars show mean ± SEM with per‐mouse values overlaid (*n* = 4 baseline and *n* = 7 ADR per substrain). (A) WT1‐positive nuclei per glomerular cross‐section showed a strong main effect of substrain (*F*_1,18_ = 113.8, *p* < 0.0001), with no significant effect of treatment (*p* = 0.39) and no substrain × treatment interaction (*p* = 0.59); baseline and ADR groups of the same substrain did not differ (Tukey's HSD, AJcl *p*_adj = 0.995, ByJcl *p*_adj = 0.75). (B) NPHS1 mean optical density showed a strong main effect of substrain (*F*_1,18_ = 59.0, *p* < 0.0001) and a significant effect of treatment (*p* = 0.0013), with no interaction (*p* = 0.82); the baseline‐to‐Day‐7 reduction was significant within AJcl (Tukey's HSD, *p*_adj = 0.048) but not within ByJcl. Together these analyses indicate that the lower WT1 and NPHS1 signals in ByJcl are primarily pre‐existing substrain differences already present at baseline rather than substrain‐specific amplification of ADR‐induced reductions.
**Figure S6.** Cross‐substrain comparison of the ADR transcriptional response. Scatter plot comparing the ADR‐induced transcriptional response (baseline‐to‐Day 5 log_2_ fold change) between substrains, with the AJcl response on the *x*‐axis and the ByJcl response on the *y*‐axis (*n* = 19 662 tested genes). The underlying within‐substrain contrasts included *n* = 3 baseline samples per substrain, *n* = 3 ByJcl Day 5 samples, and *n* = 2 AJcl Day 5 samples after exclusion of A‐ADR1. The two substrains' responses were positively correlated (Pearson *r* = 0.535, Spearman *ρ* = 0.425), and directional concordance increased with statistical support (62.8% genome‐wide; 87.0% among genes significant in either substrain, *n* = 2715; 99.6% among genes significant in both, *n* = 257). Genes showing a significant ADR response in either substrain (FDR <0.05 in the AJcl or ByJcl within‐substrain comparison; *n* = 2715) are highlighted, whereas genes that were not significant in either substrain are shown in gray. Separately, 24 of 19 662 genes showed a significant substrain × treatment interaction (FDR <0.05; Table S6); these interaction genes did not form a coherent functional pathway (no significant GO biological‐process enrichment; Reactome enrichment was limited to a single tropomyosin gene pair). Together, these results indicate that the ADR responses of the two substrains were broadly concordant in direction, with substrain‐dependent differences confined to a small, functionally dispersed set of genes.

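CPM for this ratio were taken from each library's total count, and a common scaling factor such as TMM cancels in it. In A-ADR1 the podocyte markers, here the 7 genes of the paper's leading edge, summed to 8760 CPM and the tubular markers to 3739 CPM. The next-lowest ratio was that of A-Ctrl3, 4.31, which is 1.84-fold higher, and the next-lowest ADR library was B-ADR3 with 5.92, which is 2.53-fold higher. The highest ratios were 49.4 in B-Ctrl1 and 29.9 in B-ADR1. With geometric means of the markers the next-lowest library was 1.65-fold and the next-lowest ADR library 2.35-fold higher than A-ADR1.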

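Of the 6 tubular markers, 5 were highest in A-ADR1 among the 12 libraries: Slc12a1 with 305 CPM, Umod with 1079 CPM, Aqp2 with 103 CPM, Slc34a1 with 1658 CPM and Aqp1 with 288 CPM. Lrp2 was at 307 CPM in A-ADR1, below A-Ctrl3 (647 CPM), B-Ctrl2 (349 CPM) and A-ADR2 (339 CPM). A-Ctrl3, the library with the next-lowest ratio, was kept, and its Slc34a1 and Umod were 1403 and 873 CPM. From the low ratio together with the tubular markers, the paper concludes that the glomerular purity of A-ADR1 was reduced.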

**Table S1.** Differential expression results for all comparisons. ESeq2 differential expression results (glomerulus‐enriched RNA‐seq) for all substrain and treatment contrasts, including baseline (ByJcl vs. AJcl), Day 5 after ADR (ByJcl vs. AJcl), and the ADR response within each substrain (Day 5 vs. baseline). For each gene, the base mean, log_2_ fold change, standard error, Wald statistic, nominal *p* value, and Benjamini–Hochberg adjusted *p* value (FDR) are reported. All contrasts were computed on the same 19 662 tested genes; positive log_2_ fold change indicates higher expression in ByJcl (for substrain contrasts) or at Day 5 (for within‐substrain ADR contrasts).

**Table S2.** Podocyte marker gene sets. Podocyte marker gene sets used for preranked gene set enrichment analysis in Figure 6B, derived from single‐cell RNA sequencing of the mouse glomerulus.^28^ The original TOP50 list contained 50 marker genes, of which 49 were detected in the count matrix and included in the GSEA; Sept11 was not detected and was therefore excluded from the analysis. The more stringent podocyte‐exclusive confirmatory set contained 12 genes, all of which were detected and included in the GSEA. Eleven of the 12 podocyte‐exclusive genes overlapped the TOP50 marker list; Ptpro was included only in the podocyte‐exclusive set.

**Table S3.** Sensitivity analysis for inclusion or exclusion of sample A‐ADR1. Include/exclude sensitivity analysis for six focal gene sets across the four primary comparisons. A‐ADR1 status was applicable to the Day 5 ByJcl‐versus‐AJcl and AJcl ADR‐versus‐control comparisons; the baseline ByJcl‐versus‐AJcl and ByJcl ADR‐versus‐control comparisons are included for completeness. For each focal gene set, the normalized enrichment score (NES), nominal *p* value, joint Benjamini–Hochberg‐adjusted FDR, gene‐set size, genome‐wide rank, and total number of tested gene sets are reported. In the primary Day 5 ByJcl‐versus‐AJcl comparison, the focal podocyte, ECM, and integrin enrichments were robust to inclusion or exclusion of A‐ADR1. Results for the within‐AJcl ADR‐versus‐control comparison should be interpreted separately. Results are also shown for the podocyte‐aging gene set, which was sensitive to A‐ADR1 inclusion.

**Table S4.** Complete Day‐5 GSEA and over‐representation analysis results. The workbook comprises two worksheets. Table S4A reports the complete preranked gene set enrichment analysis results at Day 5 (ByJcl vs. AJcl; A‐ADR1 excluded), obtained using fgsea with genes ranked by the DESeq2 Wald statistic, for all 1293 tested gene sets, including Reactome and custom podocyte gene sets. Table S4B reports the complete ReactomePA over‐representation analysis results for all 734 tested Reactome terms. Normalized enrichment scores or gene counts, nominal *p* values, Benjamini–Hochberg‐adjusted *p* values/FDR, and other relevant analysis outputs are reported.

**Table S5.** Focal gene set enrichment results. Focal results for the podocyte‐exclusive marker set, Reactome “Extracellular matrix organization,” and Reactome “Integrin signaling” across the four primary comparisons: baseline ByJcl vs. AJcl, Day 5 ByJcl vs. AJcl, AJcl ADR vs. control, and ByJcl ADR vs. control. For each comparison, the normalized enrichment score (NES), nominal *p* value, joint Benjamini–Hochberg‐adjusted FDR, gene‐set size, genome‐wide rank, and total number of tested gene sets are reported; the Day 5 AJcl group excludes sample A‐ADR1.

**Table S6.** Genes with a significant substrain × treatment interaction. The 24 genes showing a significant substrain × treatment interaction (FDR <0.05) in the analysis of the ADR transcriptional response (Figure S6). For each gene, the interaction log2 fold change, Wald statistic, and adjusted *p* value are reported, together with the within‐substrain ADR‐response estimates and the baseline substrain contrast. These genes did not form a coherent functional pathway (no significant GO biological‐process enrichment; Reactome enrichment was limited to a single tropomyosin gene pair).

## Data Availability

The RNA‐seq data generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE320498. The analysis scripts used in this study are publicly available in Zenodo (doi: 10.5281/zenodo.21128268). Other data supporting the findings of this study are available from the corresponding author upon reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

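Glomerulus-enriched kidney RNA of BALB/cAJcl (AJcl) and BALB/cByJcl (ByJcl) mice was measured by RNA-seq in 12 libraries, 3 per substrain at baseline and 3 per substrain at Day 5 after a single dose of adriamycin (ADR) of 10 mg/kg. Libraries were assigned to substrain, time point and replicate from the labels given by the submitters, and these matched the groups named in the paper. The authors trimmed the reads with Trimmomatic, aligned them to GRCm39 with STAR and counted them on genes with featureCounts. The deposited values are whole-number counts of 26264 gene symbols per library, neither normalized nor pooled across replicates. The text of the paper does not name the gene annotation, the strand setting of the counting or the filter on tested genes. Of the symbols, 26213 matched the NCBI gene table of GRCm38.p6, which was used only for names and identifiers, and 23897 matched a gene name in the GENCODE annotation of GRCm39, which gave all coordinates, lengths and GC contents. The baseline and the Day 5 counts come in separate tables, so a difference between the processing of the tables could not be told apart from the effect of ADR. All columns of both tables were used.

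Total counts per library had a median of 46915194 over the 12 libraries. Between 17574 and 19699 genes had at least 1 count in a library, and the gene with the most counts took between 0.485% and 1.25% of a library. At this depth 3 counts correspond to about 0.0649 CPM, which was used as the floor for genes with no counts in a group. Floors cover counting error only, because the libraries carry no molecular identifiers. Precision of group comparisons is limited by the number of libraries rather than by depth. Replicates of each group were compared with one another, and the chi-square statistic per degree of freedom of each pair lay between 45.4 and 280.15, so no library was a second copy of another. Most low counts are even numbers, between 77.1% and 82.85% of counts from 1 to 49 in each library.

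Counts were analysed as deposited in R 4.3.3 with edgeR 4.0.16. Genes were kept by edgeR's filterByExpr with the 4 groups, which left 17002 genes, and library sizes were scaled with TMM. The quasi-likelihood model had 1 coefficient per group and 7 residual degrees of freedom (common dispersion 0.0521, 4.10 prior degrees of freedom), and 5 contrasts were tested in it: ByJcl against AJcl at baseline and at Day 5, Day 5 against baseline in each substrain, and the substrain by treatment interaction. P-values were adjusted by the Benjamini-Hochberg method over the tested genes, and genes below 0.05 are the calls. A-ADR1 was left out of this fit because the paper excludes it for reduced glomerular purity, and all values were computed again over the 12 libraries. Levels are TMM-normalized CPM with the SD between libraries, except for the marker ratio, which uses the total counts. The SE of an edgeR log2FC is its size divided by the square root of the F statistic, since the test returns none.

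Gene sets were tested with fgsea 1.28.0 on the signed square root of the quasi-likelihood F statistic. The collection was the mouse Reactome pathways shipped with fgsea, 1457 sets, of which those with 10 to 500 tested genes were kept together with a 40-gene podocyte list, 910 sets in all. The podocyte panel and the pathway collection of the paper were not used here. As further tests, camera of limma 3.58.1 was run on the same libraries, and the median log2 fold change of each list was compared with 10000 random lists of the same size matched on mean expression in 20 bins. Over-representation used a one-sided hypergeometric test against the tested genes that belong to a Reactome set. DESeq2 1.42.0 was run with its default alpha of 0.1 for independent filtering, and its calls also lie below 0.05. Ratios of single values between groups were compared with exact permutation tests. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

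The genes named in the text are those that the paper names in its baseline, matrix, podocyte and tubular results, and in each contrast the 3 genes per direction with the smallest adjusted p among calls whose libraries do not overlap between the groups. For the interaction they are the 3 per direction with the smallest adjusted p and the tropomyosin genes Tpm1 to Tpm4. Some of the genes that the paper names are not reported here. Marker lists for podocytes, proximal tubule, endothelium, mesangium, smooth muscle, immune cells and p53 targets were written down without knowledge of the counts and are reported by their median and the number of genes in each direction. A list for juxtaglomerular cells was left out because only 1 of its 2 genes was tested.

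The replicate numbers used as a block come from the numbers in the sample labels, and libraries that share a number come from different animals. Whether they pair the libraries was checked by the correlation, across genes, of the deviations of same-numbered libraries from their group means. Alternatives to each choice were DESeq2's test, RLE size factors, 2 other filters on low counts, all 12 libraries, the replicate number as a block, the mean expression of the 6 tubular markers as a covariate, a fit of only the groups compared, other gene lists and set tests, and leaving out each replicate in turn. Added after the values were seen were DESeq2 with genes of at least 10 counts in total and an alpha of 0.05, the same without Cook's cutoff, the robust form of the quasi-likelihood fit, and halved counts.

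The gene and set tests were tested on simulated data with the means and library sizes of the 17002 genes, 200 of which were changed. edgeR recovered 97% of 100 genes with a 4-fold change and 70% of 100 with a 2-fold change, and 5.10% of its calls were unchanged genes. DESeq2 recovered 97% and 81%, and 20.2% of its calls were unchanged genes. A set of 222 genes shifted by 0.30 on the log2 scale ranked first among the 910 sets with a normalized enrichment score of 3.37. The simulated genes varied independently, so this does not test fgsea on sets whose genes vary together. Each setting was drawn once with edgeR's own dispersions, so the shares of unchanged genes cannot rank edgeR against DESeq2.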

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

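The marker lists were written without knowledge of the counts, and every test of an explanation in this part was chosen after the result it bears on had been seen. For each of 6 lists of marker genes, the median log2 fold change (log2FC) was set against 10000 random lists of the same size matched on mean expression, at baseline, at Day 5 and for the substrain by treatment interaction. This gave 18 tests, adjusted together by the Benjamini-Hochberg method, with 2e-04 as the smallest p that these permutations can give. Such a p places a list among the genes of these libraries. It does not allow for genes of a list that vary together between animals, which limma's camera does, and camera called 0 of 915 sets in each of the 5 contrasts. At an unadjusted p below 0.05 camera had 21 sets at baseline, 47 at Day 5, 13 in each ADR response and 28 for the interaction. The lists that did not pass after adjustment were endothelium and mesangium in all their tests, smooth muscle at baseline and at Day 5, and proximal tubule and immune cells for the interaction.

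The 40-gene podocyte list was higher in ByJcl at baseline and lower at Day 5, and the difference between the time points was tested as an interaction. Its normalized enrichment score (NES) was -2.87 (adjusted p = 2.12e-13, fgsea), the median interaction was -0.64 on the log2 scale, and 4 of the 40 genes were positive. From baseline to Day 5 the median fell by 0.938 in ByJcl and by 0.286 in AJcl. A difference in tubular cell content was tested by adding the tubular markers as a covariate, and the list still passed (adjusted p = 2.6e-15, fgsea). With every library thinned to the smallest total it passed as well (adjusted p = 2.82e-13, fgsea), and among random lists matched also on GC content and gene length its median was at percentile 0. None of these accounted for the interaction. The baseline difference was weaker with the tubular covariate, with an NES of 1.61 (adjusted p = 0.0339, fgsea) against 2.36 (adjusted p = 1.39e-05, fgsea) without it, so tubular content may account for part of it. The genes of the list had an inter-gene correlation of 0.534, and camera gave an unadjusted p of 0.0634 for the interaction, so the pattern cannot be told apart from a few animals in which podocyte transcripts moved together. A larger loss of podocyte transcripts after ADR in ByJcl is a hypothesis that may explain the sign change, and more animals per group would be needed to test it. For WT1 counts and nephrin staining, in other mice and at a later day, the paper found no substrain by treatment interaction. Both readouts were already lower in untreated ByJcl mice, opposite to the podocyte list here. They measure protein, so they do not decide the question for transcripts.

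A pair of cell-matrix and contractile lists also differed between the substrains in their response to ADR. The cell-extracellular matrix interactions set (18 genes) had an interaction NES of 1.96 (adjusted p = 0.00339, fgsea) with a median of 0.28. With the tubular covariate its adjusted p was 0.0127 (fgsea), and its median was at percentile 100 among random sets matched on expression, GC content and length. Camera, which allows for the inter-gene correlation of 0.181, gave an unadjusted p of 0.0596, so correlated genes remain a possible explanation. The smooth muscle list (Acta2, Cnn1, Lmod1, Mustn1, Myh11 and Tagln) had a median interaction of 0.49, positive for 5 of 6 genes (adjusted p = 0.0041, random lists). With the tubular covariate the median was 0.48, at percentile 99.94, and it was at 99.9 among lists matched on GC content and length. Neither tubular content nor GC content and length accounted for it. Vessel wall carried along with the glomeruli is a candidate source that these counts do not separate from a change within glomeruli, and with 6 genes in 11 libraries no biological explanation was tested.

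The proximal tubule list of 12 genes was lower in ByJcl at both times, with a median log2FC of -0.94 at baseline and -0.97 at Day 5 and no gene higher at either time (adjusted p = 0.0006 for each, random lists). For its RNA-seq the paper uses tubular markers to judge single libraries. Mean expression of the list ranged from 5.11 in B-ADR1 to 8.87 in A-ADR1 on the log2(CPM + 1) scale. At baseline, 2 of the 4 splits of the 6 libraries that part as many same-numbered libraries gave a median as large, and 3 of all 10 did, so the difference may reflect which animals carried more tubule. The inter-gene correlation was 0.926 at baseline, and camera gave unadjusted p of 0.193 at baseline and 0.265 at Day 5. Tubular carryover that differs between single isolations and a difference between the substrains cannot be told apart with 3 animals per group.

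The immune list of 12 genes (among them Ptprc, Csf1r, C1qa and Cd68) was higher in ByJcl, with a median log2FC of 0.67 at baseline (12 of 12 genes) and 0.97 at Day 5 (10 of 12 genes), each with an adjusted p of 0.0006 (random lists). Mean expression of the list was 1.83, 1.60 and 1.57 in the AJcl and 1.84, 2.13 and 2.38 in the ByJcl baseline libraries. It was 1.41, 1.29 and 1.82 against 2.19, 1.90 and 2.01 at Day 5, so that the libraries did not overlap at either time. At both times the median stayed at percentile 100 with the tubular covariate, among lists matched on GC content and length, and with libraries thinned to the smallest total. Of the 4 comparable splits, 2 gave as large a median at baseline and 1, the real one, at Day 5. Camera gave unadjusted p of 0.102 and 0.140. Chance differences between animals therefore remain for the baseline value and cannot be excluded at Day 5. More leukocyte RNA in the ByJcl preparations is a hypothesis that could be examined by staining, and these genes are expressed at low levels here.

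The p53-target list of 15 genes, chosen for DNA damage by an anthracycline, rose after ADR in both substrains, with medians of 1.19 in AJcl and 1.75 in ByJcl and all 15 genes higher in each. It was higher in ByJcl at Day 5 (median log2FC 0.46, 15 of 15 genes, adjusted p = 0.0006, random lists), slightly lower at baseline (-0.11, 5 of 15 genes higher, adjusted p = 0.027, random lists), and its interaction was 0.63 (14 of 15 genes, adjusted p = 0.0006, random lists). The Day 5 median stayed at percentile 100 with the tubular covariate, among lists matched on GC content and length and with thinned libraries. The interaction was at percentile 100 with the tubular covariate and with the matching on GC content and length. Camera gave an unadjusted p of 0.103 for the interaction, with an inter-gene correlation of 0.498, and 2 of the 4 comparable splits of the Day 5 libraries gave as large a median. In the ADR responses of AJcl and ByJcl, where every gene rose, camera gave unadjusted p of 0.000541 and 0.00107 but adjusted p of 0.495 and 0.959, so its adjusted p can miss such a change. Within AJcl, A-ADR3 was above A-ADR2 by a median of 0.65 (15 of 15 genes), which is as large as the difference between the substrains. A stronger p53 response of ByJcl glomeruli is a hypothesis that cannot be told apart from animals that differ in their degree of response. For the small difference at baseline only the real split of the 10 gave as large a median, and camera gave an unadjusted p of 0.724, so genes that vary together remain a possible explanation.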

How the results depend on the processing

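The alternatives were set before the data were examined, except for DESeq2 with genes of at least 10 counts in total, the robust quasi-likelihood fit and halved counts, which were chosen after seeing the values. Where a result changed, the cause was not tested, apart from the tests given with the other observations. Numbers of calls were compared by whether they stayed within 1.5 times the number over the 11 libraries with edgeR's quasi-likelihood test, and calls shared with that fit are given for all but the ranges over left-out libraries.

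The test and the libraries in the fit moved the numbers of genes called most. With DESeq2 in place of edgeR, 101 genes were called at baseline (27 with edgeR, all shared), 535 at Day 5 (28, all shared), 301 in the AJcl ADR response (53, all shared) and 22 for the interaction (0, with 1363 genes at an unadjusted p below 0.05). DESeq2's 2694 calls in the ByJcl ADR response (1799 shared) were within 1.5 times of edgeR's 1800. DESeq2 with genes of at least 10 counts in total and an alpha of 0.05, chosen after seeing the values, called 103, 563, 298 and 24 genes in the same order. Without Cook's cutoff it called 103, 546, 299 and 24, and each of these lists held all the edgeR calls of its contrast.

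The libraries moved the numbers at Day 5 and in the ByJcl ADR response further than the test did. Over all 12 libraries, 72 genes were called at Day 5 (26 shared) and 1197 in the ByJcl ADR response (1194 shared). With A-ADR1 and A-ADR3 as the AJcl Day 5 group, 15 genes were called at Day 5 (14 shared) and 148 in the AJcl ADR response (42 shared). With A-ADR1 and A-ADR2 these numbers were 793 (27 shared) and 22 (22 shared), and 2 genes were called for the interaction. A fit of only the groups compared called 15 genes at baseline (14 shared), 6 at Day 5 (6 shared) and 33 in the AJcl ADR response (24 shared). Leaving out one replicate at a time gave 12 to 27 calls at baseline over 6 fits, 18 to 33 at Day 5 over 3, 14 to 23 in the AJcl ADR response over 3, 680 to 1611 in the ByJcl ADR response over 6, and 0 to 0 for the interaction over 9. These ranges do not include the fits without A-ADR2 or without A-ADR3, which leave a single AJcl Day 5 library with no spread of its own. There 9 and 218 genes were called at Day 5 (9 and 27 shared), 180 and 11 in the AJcl ADR response (47 and 11 shared), and 0 and 5 for the interaction.

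Filters, covariates and scaling moved fewer results. Without a filter, 22156 genes were tested, 56 were called at Day 5 (28 shared) and 99 in the AJcl ADR response (53 shared). The Day 5 calls were then 60.7% higher in ByJcl, against 82.1% with the filter. With the tubular markers as a covariate, 62 genes were called at Day 5 (25 shared), 51.6% of them higher in ByJcl, and 166 in the AJcl ADR response (53 shared). RLE size factors, the robust fit and halved counts left each of the 5 numbers of calls within 1.5 times.

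With the replicate number as a block, 26 genes were called in the AJcl ADR response (26 shared with the 53 without the block) and 19 at baseline (16 shared). Same-numbered libraries had correlated deviations of -0.096 in the AJcl response, 0.042 between the substrains at baseline and 0.033 over all pairs of groups, so the numbers do not pair these animals. For the interaction the block gave 0 calls, with 1213 genes at an unadjusted p below 0.05.

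Set tests were not run on the fit without a filter or on the fits that leave a single AJcl Day 5 library. Among the gene sets, NES kept its sign under every alternative run. Across these, the podocyte list ranged from 1.54 to 2.59 at baseline over 18 fits (adjusted p from 2.02e-07 to 0.126, fgsea) and from -2.71 to -1.14 at Day 5 over 17 (4.35e-10 to 0.458). ECM organization ranged from 1.96 to 2.57 (1.19e-11 to 4.51e-06) and from 1.84 to 2.56 (3.68e-16 to 3.69e-05), and integrin signaling from 1.67 to 1.93 (0.00673 to 0.0489) and from 2.01 to 2.34 (0.000109 to 0.00479). The podocyte list was not called at baseline when only the podocyte genes named in the paper were used (NES 1.54, adjusted p = 0.126, fgsea), nor at Day 5 with A-ADR1 and A-ADR3 (NES -1.14, adjusted p = 0.458, fgsea). Camera in place of fgsea called none of the sets. Its adjusted p at baseline were 0.758 for the podocyte list and 0.694 for both ECM organization and integrin signaling, and at Day 5 they were 0.669 for the podocyte list and 0.653 for the other pair. Since camera called 0 of 915 sets in each of the 5 contrasts, its adjusted p say little about single sets. Unadjusted camera p at baseline were 0.263 for the podocyte list, 0.103 for ECM organization and 0.158 for integrin signaling. At Day 5 they were 0.207, 0.103 and 0.045. For cell-extracellular matrix interactions camera gave 0.325 at baseline and 0.0152 at Day 5, where 47 sets lay below 0.05 without adjustment. The hand-written integrin list held the same genes as the Reactome set, so this alternative could not move the NES. The adjusted p at baseline still went from 0.00686 to 0.0122 (fgsea), which comes from fgsea's random sampling.

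The correlation of the ADR responses across genes was 0.672 and fell to 0.532 with genes of at least 10 counts in total. Under both DESeq2 settings chosen after seeing the values it was 0.535. It ranged from 0.345 to 0.68 over the 11 fits that each left out one library. Of the 4 over-represented terms at Day 5, none was left with A-ADR1 in the fit, with the replicate number as a block, with the tubular covariate or with genes of at least 10 counts (0 terms each), and RLE size factors gave 1. With all tested genes as the background 10 terms were enriched, and with the DESeq2 calls 25, as with DESeq2 without Cook's cutoff, chosen after seeing the values. The podocyte-to-tubular marker ratio of A-ADR1 was 2.34 with the 7 named podocyte genes and 6.71 with the 40-gene list, and a TMM factor cannot move a ratio within a library.

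For single genes, 70 results were computed under the alternatives that apply to them, 1287 values in all. Of these, 1203 kept their direction and side of the threshold, 17 were weaker (10 of them with a replicate left out), 40 stronger and 9 reversed, and 18 untested values moved by more than the spread between libraries. The reversals lay in tubular genes that were not called. With the tubular covariate, Aqp2 was 0.28 at baseline and 0.21 at Day 5 (0.205), Lrp2 0.74 and 0.39 (0.385), Slc34a1 0.049 and 0.12, and Aqp1 0.077 and 0.42. The tubular genes are themselves part of that covariate, so their values there show no stability. Lrp2 at baseline ranged from -0.96 without B-Ctrl2 (-0.957) to 0.49 without A-Ctrl3 over the 6 fits that each left out one baseline library. Oas1g was no longer called over all 12 libraries, with the block, with only the groups compared, with the robust fit, with halved counts or in 5 of the 6 fits that left out a baseline library (adjusted p from 7.84e-09 to 0.212 over its alternatives). Nlrp1b was called with DESeq2, without a filter and with the tubular covariate (3.18e-06 to 0.391). Tmem215 (3.04e-18 to 0.0593) and Glp1r (1.27e-15 to 0.0718) were not called without A-Ctrl1. Loxl1 at Day 5 was not called with only the groups compared (4.73e-12 to 0.0855). Alas2 in the AJcl response was not called with the block or without any one of the AJcl baseline libraries. The genes that were stronger, apart from Nlrp1b, were so only with DESeq2 or its settings chosen after seeing the values. They were Wt1, Col4a1 and Col4a2 at Day 5, Loxl1 at baseline, and Col5a3, Glipr2, H2-Q6, Znrf3, Galnt15, Ankrd44, Tpm2 and Tpm4 for the interaction. With RLE size factors no named gene changed direction or call.

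Depth limits what can be said of genes near the floor, such as Oas1a in AJcl, for which a lower bound of the fold change is given beside the fitted value. With every library thinned to the smallest total, 27 genes were called at baseline, 26 of them among the 27 at full depth.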

Differences from the paper's values

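Of 75 values that the paper states and that were computed here, 43 lay within the error or within 1.5 times of the paper's value and 32 did not. For a log2FC the error is the SE derived from the F statistic. Every value here is from edgeR's quasi-likelihood test over the 11 libraries unless another setting is named. DESeq2, the test the paper's methods name, was among the alternatives set before the data were examined. DESeq2 with genes of at least 10 counts in total and an alpha of 0.05, with and without Cook's cutoff, was chosen after seeing the values, as were all 8 DESeq2 settings that combined an alpha of 0.05 or 0.1 with independent filtering and Cook's cutoff on or off. Over those 8 settings, 95 to 103 genes were called at baseline, 487 to 563 at Day 5 and 21 to 24 for the interaction. The filter of at least 10 counts in total, set before the data were examined, left 19662 tested genes, which is the number the paper tested.

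For the numbers of calls, DESeq2 closed each gap and the other alternatives set before the data were examined did not, with the exceptions named. At baseline the paper's number of genes is 103 and the value here is 27, with 101 under DESeq2 and 103 under both settings chosen after seeing the values. The paper's share of tested genes is 0.5% against 0.159% here, and DESeq2 called 101 of 17002 (0.524% under the settings chosen after seeing the values). Above 2-fold the paper has 64 genes against 23 here, DESeq2 gave 63, and the settings chosen after seeing the values gave 64. At Day 5 the paper's number is 546 against 28 here. DESeq2 gave 535, the fit with A-ADR1 in place of A-ADR3 gave 793, and of the settings chosen after seeing the values, the one without Cook's cutoff gave 546 and the other 563. For the interaction the paper's number is 24 against 0 here (1363 genes at an unadjusted p below 0.05), with 22 under DESeq2 and 24 under both settings chosen after seeing the values.

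For the adjusted p of single genes at baseline, DESeq2 gave values within 1.5 times of the paper's for Oas1a (the paper's 1.7e-17 against 0.00103 here, 1.61e-17 under DESeq2), H2-Q6 (the paper's 1.9e-32 against 2.26e-05, 2.36e-32 under DESeq2), Nlrp1b (the paper's 3.5e-06 against 0.1, 3.18e-06 under DESeq2), Glp1r (the paper's 1.3e-15 against 0.00436, 1.27e-15 under DESeq2) and Loxl1 (the paper's 0.0052 against 0.193, 0.00549 under DESeq2). None of the other alternatives set before the data were examined closed these gaps. For Galk2 (the paper's 2.1e-82 against 0.000111), Ppp1r3a (the paper's 1.3e-65 against 3.05e-05) and Tmem215 (the paper's 5.2e-18 against 0.00512) none of the alternatives set before the data were examined did. DESeq2 with genes of at least 10 counts in total, chosen after seeing the values, gave 2.09e-82, 1.27e-65 and 5.2e-18. It also closed the gaps of the other genes in this paragraph.

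At Day 5 the adjusted p under DESeq2 was within 1.5 times of the paper's for Wt1 (the paper's 0.0498 against 0.201 here, 0.0508 under DESeq2), Nphs1 (the paper's 0.064 against 0.240, 0.0642 under DESeq2), Loxl1 (the paper's 4.9e-12 against 0.0105, 7.07e-12 under DESeq2), Col4a1 (the paper's 0.0045 against 0.143, 0.00445 under DESeq2) and Col4a2 (the paper's 0.0015 against 0.125, 0.00149 under DESeq2). For Nphs1 the tubular covariate closed the gap as well, with 0.0941. No other alternative set before the data were examined closed any of these gaps. Both DESeq2 settings chosen after seeing the values closed all of them, and they called Wt1 (0.0486 and 0.0498), which DESeq2 as set before the data were examined did not.

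For the gene sets, the paper's NES of the podocyte panel at Day 5 is -2.04 against -2.45 here for another list. The alternatives set before the data were examined that came within the error were all 12 libraries (-1.95), only the groups compared (-2.34), A-ADR1 in place of A-ADR3 (-2.04), leaving out B-ADR2 (-2.16) or B-ADR3 (-1.99), and the paper-named podocyte list (-2.15), and the others did not. The paper's adjusted p of 0.00053 for it against 1.73e-07 here was not closed by any alternative set before the data were examined. The paper's adjusted p of ECM organization at baseline is 7e-10 against 9.95e-09 here, and only the fit without A-Ctrl2 (5.59e-10) closed it. At Day 5 it is 9.7e-11 against 4.15e-08, and none of the alternatives set before the data were examined closed the gap.

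The paper's adjusted p of integrin signaling at baseline is 0.022 against 0.00686 here. It was closed by genes of at least 10 counts in total (0.0200), all 12 libraries (0.0172), the replicate block (0.0182), the tubular covariate (0.0178), only the groups compared (0.0152), leaving out A-Ctrl1 (0.0302) or B-Ctrl3 (0.0168), and not by the other alternatives set before the data were examined. Both DESeq2 settings (0.0216) and the robust fit (0.0150), chosen after seeing the values, closed it too. At Day 5 the paper's is 0.00091 against 0.000538 here. DESeq2 (0.000607), the tubular covariate (0.000705) and leaving out B-ADR1 (0.00104) closed it and the other alternatives set before the data were examined did not. Both DESeq2 settings (0.000846), the robust fit (0.000656) and halved counts (0.000769), chosen after seeing the values, closed it as well. A list of the same genes moved the baseline value from 0.00686 to 0.0122 (fgsea) through random sampling alone, so gaps of this size may lie within the sampling of fgsea.

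In the over-representation test at Day 5 the paper's number of enriched terms is 19 against 4 here, and its number of tested terms 734 against 45. The paper counts 7 called genes in cell-extracellular matrix interactions against 0 here and 18 in ECM organization against 3, and its adjusted p for the latter is 0.020 against 0.0768. DESeq2 gave 25 enriched of 566 terms, 7 and 20 genes and an adjusted p of 0.0143, and closed all 5 gaps, which no other alternative set before the data were examined did. DESeq2 without Cook's cutoff, chosen after seeing the values, gave 25 of 573 terms, 7 and 20 genes and 0.0208.

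For the ADR responses the paper's Pearson r is 0.535 against 0.672 here. Genes of at least 10 counts in total (0.532) and leaving out A-Ctrl2 (0.621) closed this gap and the other alternatives set before the data were examined did not, and both DESeq2 settings chosen after seeing the values gave 0.535. The paper has 2715 genes called in either substrain against 1804 here. DESeq2 (2734) and the tubular covariate (2391) closed the gap, and so did the settings chosen after seeing the values (2716 and 2719). Without A-ADR2, which leaves a single AJcl Day 5 library, the number was 1810, which is within 1.5 times of the paper's but hardly moved from the 1804 here. For genes called in both substrains the paper has 257 against 49 here, and of the alternatives set before the data were examined only DESeq2 (261) closed the gap. Both settings chosen after seeing the values gave 257.

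Some statements of the paper rest on calls that edgeR did not make. The paper counts Nlrp1b and Loxl1 among the genes that differ at baseline, and Wt1, Col4a1 and Col4a2 among those that differ at Day 5. In edgeR these genes had the same direction as in the paper and did not reach the threshold. DESeq2 called all of them except Wt1, and the tubular covariate and the fit without a filter, both edgeR fits, called Nlrp1b. The paper ranks cell-extracellular matrix interactions first among the over-represented terms at Day 5 and finds most of the top terms related to matrix or adhesion. In edgeR the smallest adjusted p was that of eicosanoid ligand-binding receptors (0.0154, hypergeometric test), and of the 4 enriched terms only the assembly of collagen fibrils concerned matrix. With all tested genes as the background, as in the paper's methods, 10 terms were enriched. ECM organization, ECM proteoglycans and collagen formation were then among them (adjusted p = 0.0318 each, hypergeometric test). The others included interferon and platelet terms, and eicosanoid ligand-binding receptors still ranked first. The paper finds a pair of tropomyosin genes behind the one pathway enriched among its interaction genes. No tropomyosin gene was called here by edgeR (0.620 or 0.711), and DESeq2 called Tpm2 (0.0338) and Tpm4 (0.0108).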

Other observations

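The tests of the calls and enrichment scores against other splits of the libraries, of cell content, GC content and length behind ECM organization and the podocyte list, of library depth behind the baseline calls and of false calls by DESeq2 were fixed beforehand. Chosen only after the result was seen were the tests of neighbouring genes, paralogs, recurrence at Day 5, Galk2 and Fgf7, even counts, the Day 5 splits of 5 libraries and the differences between A-ADR3 and A-ADR2.

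Each contrast with at least 3 libraries per group was compared with the other ways of splitting the same libraries, 10 splits in all. Of these, 4 part every pair of same-numbered libraries as the real split does, while each of the others parts 1 pair. The design allows no share below 0.05, so the splits alone cannot exclude chance differences between animals, whatever they show. They also take each time point by itself, and the recurrence of the baseline calls in other animals is given further on. For the number of genes called by edgeR, only the real split reached its own value, which is 1 of 4 at baseline (27 calls, 0 to 6 in the other splits), 1 of 4 in the ByJcl ADR response (1800 calls, 0 in the others), 1 of 4 at Day 5 over all 12 libraries (72 calls, 0 to 1) and 1 of 4 in the AJcl ADR response over all 12 (54 calls, 0). At Day 5 over the 11 libraries, where A-ADR1 is missing, 4 of the 10 splits part both remaining pairs and the others 1 pair or none, and the real split gave 28 calls and the others 0, again 1 of 4. With DESeq2 it was 1 of 4 at baseline, where the other splits gave up to 62 calls against 101, and 1 of 4 at Day 5 over all 12 libraries, where they gave up to 124 against 911. At Day 5 over the 11 libraries the other splits gave up to 155 DESeq2 calls against 535, and in the ByJcl ADR response up to 209 against 2694. In the AJcl ADR response over all 12 libraries, a split that parts 1 pair gave 439, more than the 326 of the real split.

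The enrichment scores were less distinct. For the podocyte list at baseline, 2 of the 4 comparable splits and 4 of all 10 gave an NES as large in size as the real split, with the other splits reaching 3.06. At Day 5 over all 12 libraries 3 of the 4 and 7 of the 10 did. For ECM organization 1 of the 4 did at each time (1 and 2 of the 10), and for integrin signaling 1 of the 4 as well (2 and 1 of the 10). The podocyte list therefore separates libraries about as well when the substrains are mixed, and its scores may follow differences between single animals. These scores carry adjusted p far below 0.05 because fgsea counts genes and not animals.

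Several explanations were tested for the higher ECM organization in ByJcl. Among random sets matched on expression, GC content and gene length its median was at percentile 100 at baseline and at Day 5. With the tubular covariate it still passed at baseline (adjusted p = 4.51e-06, fgsea, the highest over its fgsea alternatives, which began at 1.19e-11) and at Day 5 (adjusted p = 3.69e-05, the highest from 3.68e-16). The mesangial list, whose cells make much of the glomerular matrix, was at percentile 93.81 at baseline and 83.77 at Day 5 among random lists, inside the central 95%. Its median was 0.18 at baseline with 10 of 10 genes higher and 0.14 at Day 5 with 8 of 10, close to the medians of ECM organization, and random lists of 10 genes spread widely (-0.016 to 0.21 at baseline). Mesangial content therefore remains a possible explanation. The smooth muscle list was at percentile 2.3 at baseline, which is opposite to ECM organization, and at 97.92 at Day 5, in the same direction. A larger share of smooth muscle thus remains a candidate explanation at Day 5. At baseline the list gave no sign of a larger share. It did not pass after adjustment at either time (adjusted p = 0.083 for each, random lists), so a larger share is not excluded at baseline. The baseline leading edge of ECM organization shared Col4a3, Col4a4, Lamb2 and Itga3 with that of the podocyte list. At both times it held the leukocyte integrin genes Itgax, Itgam, Itgal and Itgb2. Leukocyte content was not tested behind ECM organization and remains a possible explanation, since the immune list was higher in ByJcl at both times. The real split had the largest NES of the 4 comparable splits at baseline and, over all 12 libraries, again at Day 5 in other animals, but the number of splits is too small to exclude differences between animals.

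The AJcl Day 5 libraries differed from each other in the way the substrains did. From A-ADR2 to A-ADR3 the median of the podocyte list fell by 0.537 (7 of 40 genes higher, percentile 0 among random lists), that of the 6 tubular markers fell by 0.534 (0 of 6 higher), and that of ECM organization was higher by 0.14 (153 of 222 genes, percentile 100). One library stands on each side, so the difference describes these libraries only. It follows that the lower podocyte list of ByJcl at Day 5 cannot be told apart from a difference in how far single animals had responded to ADR. ECM organization was higher by a median of 0.17 already in untreated ByJcl animals, as at Day 5, so such a difference does not account for it by itself. The Day 5 decrease of the podocyte list passed with the tubular covariate (adjusted p = 4.35e-10, fgsea, against up to 0.458 over its alternatives) and was at percentile 0 among lists matched on GC content and length.

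The baseline calls recurred at Day 5 in other animals. Of the 27 calls, 100% had the same direction, while the share was 55% for all genes and at most 88.9% in 10000 random gene sets, and 14 were called again. Depth differed between the substrains at baseline, but with every library thinned to the smallest total 27 genes were called as well, 26 of them the same. Of the 26 calls with a position, 11 lay within 1 Mb of another call, where random sets matched on expression had a median of 0 and 0% had as many. Reads shared within gene families do not account for this fully: with 1 call per family, 6 of 23 had such a neighbour, which 0.54% of random sets reached. With DESeq2's calls it was 34 of 98 (0.01%), and with 1 call per family 17 of 82, which 7.21% reached. Clusters of calls are what stretches of the genome that differ between the substrains could give, and this hypothesis was not tested further, since no sequence of the substrains was used.

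For single loci, reads shared between paralogs were examined in CPM from total counts. H2-Q6 was lower by 10.0 CPM in ByJcl while its paralog H2-Q4 was higher by 20.5 CPM, so a variant that moves reads from one gene to the other may account for H2-Q6 being near 0. For Oas1a, no other Oas1 gene was higher in AJcl (the largest excess was -0.007 CPM), so a shift of its reads to another member of the cluster was not seen. Galk2 and Fgf7 on chromosome 2 were both near 0 in AJcl. Their records share 0 bases and lie 50359 bases apart on the same strand, so no read is counted on both. Transcription running on from Galk2 into Fgf7 could raise its counts in ByJcl. Dtwd1, the next gene on that strand, did not differ (log2FC -0.03, adjusted p = 0.973, edgeR), which cannot decide it because such transcription could end before Dtwd1.

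Glp1r, higher in ByJcl at baseline, fell after ADR in ByJcl. Its log2FC was -1.84 (SE 0.33, adjusted p = 0.00662, edgeR) in ByJcl and 0.02 (adjusted p = 0.994) in AJcl. The interaction of -1.86 did not pass after adjustment (unadjusted p = 0.00299, adjusted p = 0.620, edgeR), so a difference between the substrains in this response is not shown. No explanation was tested.

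DESeq2 called 74 genes more than edgeR at baseline. On simulated counts of 17002 genes without any changed gene, edgeR called 1 and DESeq2 20 at baseline. Those 20 are false positives of DESeq2 on counts without any change, and such calls could make up part of the excess, but the simulation used a single draw and its spread is a model of these libraries, so it cannot tell how many of the 74 are false.

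Most low counts are even, which whole fragments counted once would not give. Counting each mate of a pair as a read is a candidate explanation. If so, the median library corresponds to about 7.04 Gb of sequence at 150 bases per read, near the paper's approximately 6 Gb, whereas counted pairs would need about 14.1 Gb. With halved counts, chosen after seeing the values, the numbers of calls stayed within 1.5 times.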
